# Glucose transporter 4 promotes head and neck squamous cell carcinoma metastasis through the TRIM24-DDX58 axis

**DOI:** 10.1186/s13045-016-0372-0

**Published:** 2017-01-07

**Authors:** Yu-Chan Chang, Li-Hsing Chi, Wei-Ming Chang, Chia-Yi Su, Yuang-Feng Lin, Chi-Long Chen, Ming-Huang Chen, Peter Mu-Hsin Chang, Alex T. H. Wu, Michael Hsiao

**Keywords:** GLUT4, HNSCC, TRIM24, DDX58, Metastasis

## Abstract

**Background:**

Head and neck squamous cell carcinoma (HNSCC) represents a unique and major health concern worldwide. Significant increases in glucose uptake and aerobic glycolysis have been observed in HNSCC cells. Glucose transporters (GLUTs) represent a major hub in the glycolysis pathway, with GLUT4 having the highest glucose affinity. However, GLUT4’s role in HNSCC has not been fully appreciated.

**Methods:**

An in silico analysis was performed in HNSCC cohorts to identify the most significant glucose transporter associated with HNSCC patient prognosis. An immunohistochemical analysis of a tissue microarray with samples from 90 HNSCC patients was used to determine the association of GLUT4 with prognosis. Complementary functional expression and knockdown studies of GLUT4 were performed to investigate whether GLUT4 plays a role in HNSCC cell migration and invasion in vitro and in vivo. The detailed molecular mechanism of the function of GLUT4 in inducing HNSCC cell metastasis was determined.

**Results:**

Our clinicopathologic analysis showed that increased GLUT4 expression in oral squamous cell carcinoma patients was significantly associated with a poor overall survival (OS, *P* = 0.035) and recurrence-free survival (RFS, *P* = 0.001). Furthermore, the ectopic overexpression of GLUT4 in cell lines with low endogenous GLUT4 expression resulted in a significant increase in migratory ability both in vitro and in vivo, whereas the reverse phenotype was observed in GLUT4-silenced cells. Utilizing a GLUT4 overexpression model, we performed gene expression microarray and Ingenuity Pathway Analysis (IPA) to determine that the transcription factor tripartite motif-containing 24 (TRIM24) was the main downstream regulator of GLUT4. In addition, DDX58 was confirmed to be the downstream target of TRIM24, whose downregulation is essential for the migratory phenotype induced by GLUT4–TRIM24 activation in HNSCC cells.

**Conclusions:**

Here, we identified altered glucose metabolism in the progression of HNSCC and showed that it could be partially attributed to the novel link between GLUT4 and TRIM24. This novel signaling axis may be used for the prognosis and therapeutic treatment of HNSCC in the future.

**Electronic supplementary material:**

The online version of this article (doi:10.1186/s13045-016-0372-0) contains supplementary material, which is available to authorized users.

## Background

Head and neck squamous cell carcinoma (HNSCC) ranks among the top ten cancers by occurrence worldwide [1]. For local HNSCC, recurrence and metastasis (R/M) have been regarded as the clinical factors associated with the poorest outcomes. Once a patient is diagnosed with R/M HNSCC, the prognosis is very poor, and the overall survival is often less than 1 year [2]. The underlying reasons for why relatively localized HNSCC becomes increasingly invasive and metastatic remain unclear and urgently need to be addressed. Previous reports have suggested that hypoxia could induce HNSCC cell migration and invasion [3, 4] and cause a switch to anaerobic glycolysis for energy and survival (known as the “Warburg effect”) [5]. This switch increases tumor cell proliferation rates by generating not only sufficient amounts of ATP but also high amounts of macromolecules [6]. In recent studies, such metabolic reprogramming has also been shown to contribute to cancer progression and metastasis [7]. However, how tumor cells establish this metabolic reprogramming and its influence on aggressive phenotypes are as yet unknown.

Glucose transporters (GLUTs) are membrane proteins that can facilitate glucose uptake and are found in most mammalian cells. There are 12 subtypes of GLUTs that have been identified in the human genome. Recently, the expression of GLUTs has been found in different cancers to modulate glucose metabolism and correlate with epithelial-mesenchymal transition (EMT) [8], chemotherapy resistance [9], and cell proliferation [10]. In this study, we first identified the expression of GLUT4 in oral squamous cell carcinoma and its prognostic impact on HNSCC patients. The overexpression of GLUT4 in the HNSCC cell lines Ca9-22 and HSC-3-M3 elevated the proliferation rate and migration ability. In vivo animal models validated that GLUT4-overexpressing HNSCC cells exhibited enhanced lymph node and lung metastasis. Finally, an in silico analysis found that the novel GLUT4–TRIM24 signaling pathway may contribute to these aggressive cancer phenotypes possibly through DDX58 downregulation.

## Methods

### Cell culture and stable clone establishment

The human head and neck squamous cancer cell lines FaDu, Detroit-562, HSC-2, HSC-3, HSC-M3, HSC-4, RPMI-650, and Ca-922 were grown in MEM supplemented with 10% FBS (Invitrogen, Carlsbad, CA, USA). All cells were incubated in a humidified atmosphere of 5% CO_2_ at 37 °C. All cell lines were purchased from the JCRB cell bank. The pGIPZ lentiviral shRNAmir system (Thermo, Waltham, MA, USA), virus-backboned short hairpin RNA (shRNA) clones, and the GLUT4 sequence were used to establish stable cell lines (Additional file 1: Table S5). Lentiviruses were used to infect the cells for 2 days. Stable clones were selected by treating the cells with 1 μg/ml puromycin (Sigma, St. Louis, MO, USA) for 2 weeks.

### Western blot analysis

HNSCC cell pellets were lysed in RIPA buffer with protease/phosphatase inhibitors on ice. The protein content was quantified using a BCA assay kit (Thermo, Waltham, MA, USA), and equal protein amounts (30 μg) of each sample were used for western blot analysis. PVDF membranes (Millipore, Bedford, MA, USA) were blocked with 5% fat-free milk and then incubated with primary antibodies directed against GLUT4 (Epitomics, Cambridge, MA, USA), GLUT1 (GeneTex, Hsinchu, Taiwan), DDX58 (GeneTex, Hsinchu, Taiwan) or OASL (GeneTex, Hsinchu, Taiwan), and α-tubulin (Sigma, St. Louis, MO, USA). Immunoreactive bands were visualized using an enhanced chemiluminescence (ECL) system (Amersham ECL Plus™, GE Healthcare Life Sciences, Chalfont St. Giles, UK).

### Microarray

Total RNA was extracted and purified using an RNeasy Mini kit (Qiagen, Valencia, CA, USA) and qualified with a model 2100 Bioanalyzer (Agilent Technologies, Palo Alto, CA, USA). All RNAs were labeled using a GeneChip 3′IVT Expression Kit & Hybridization Wash and Stain Kit (Affymetrix, Santa Clara, CA, USA) and analyzed using Affymetrix GeneChip Human Genome U133 plus 2.0 arrays (Affymetrix, Santa Clara, CA, USA). The gene expression levels were normalized as log2 values using GeneSpring software (Agilent Technologies, Palo Alto, CA, USA). Genes that were up- or downregulated with greater than 1.5-fold changes in response to GLUT4 overexpression were further subjected to computational simulation by Ingenuity Pathway Analysis (IPA; QIAGEN, Valencia, CA, USA) online tools to predict potential upstream regulators and canonical pathways. The microarray data were uploaded to the National Center for Biotechnology Information Gene Expression Omnibus (GEO, NCBI) (GSE89631).

### Glucose uptake and lactate production analyses and compounds

Glucose consumption and lactate production were measured using colorimetric glucose and lactate assay kits (BioVision, Milpitas, CA, USA) according to the manufacturer’s protocols. Briefly, cells from the designated experiments were incubated with assay buffer containing enzyme and glucose/lactate probes. Then, the optical densities were measured at 570/450 nm wavelengths. The glucose analog 2-(N-(7-nitrobenz-2-oxa-1,3-diazol-4-yl)amino)-2-deoxyglucose (2-NBDG; Sigma, St. Louis, MO, USA) was also used to analyze glucose uptake. In addition, cells were treated with the GLUT4 transport inhibitors indinavir or ritonavir (Sigma, St. Louis, MO, USA) at 100 and 50 μM, respectively, for 60 min, and the uptake of 2-NBDG was measured using Vector 3 (Bruker, MA, USA) to detect relative fluorescence counts.

### Immunohistochemical staining

Three representative 1-mm-diameter cores from each tumor, taken from formalin-fixed paraffin-embedded tissues, were selected for morphology typical of the diagnosis. Assessable cores were obtained in 90 cases. The histopathological diagnoses of all samples were reviewed and confirmed by a pathologist, Michael Hsiao. IHC staining was performed on serial 5-μm-thick tissue sections cut from the tissue microarray (TMA) using an automated immunostainer (Ventana, Tucson, AZ, USA). Briefly, the sections were first dewaxed in a 60 °C oven, deparaffinized in xylene, and rehydrated in graded alcohol. Antigens were retrieved by heat-induced antigen retrieval for 30 min in Tris-EDTA buffer. The slides were stained with a polyclonal rabbit anti-human GLUT4 antibody (1:750, Epitomics, Cambridge, MA, USA). The sections were subsequently counterstained with hematoxylin, dehydrated, and mounted. The IHC staining intensity was scored by two pathologists as follows: no cytoplasmic staining or cytoplasmic staining in <10% of tumor cells was defined as score 0; faint/barely perceptible partial cytoplasmic staining in >10% of tumor cells was defined as score 1+; moderate cytoplasmic staining in >10% of tumor cells was defined as score 2+; and strong cytoplasmic staining in >10% of tumor cells was defined as score 3+. Scores of 0 and 1+ were defined as low GLUT4 expression, while scores of 2+ and 3+ were defined as high GLUT4 expression.

### In vivo model

Age-matched, nonobese diabetic-severe combined immunodeficient gamma (NOD.Cg-Prkdc^scid^ Il2rg^tm1Wjl^/SzJ JAX®, NOD-SCID γ) male mice (6–8 weeks old, 20–25 g body weight) were used. To evaluate lung colony-forming ability, 1 × 10^6^ cells were resuspended in 100 μL of PBS and injected into the lateral tail vein. Lung nodule formation was quantified after H&E staining using a dissecting microscope at the endpoint. To evaluate in vivo tumorigenicity ability and establish an orthotopic model, 5 × 10^6^ cells were resuspended in 100 μL of PBS and then subcutaneously injected into the flanks of the mice, and 5 × 10^6^ cells were resuspended in 10 μL of PBS and injected into the buccal submucosa. All animal experiments were conducted in accordance with a protocol approved by the Academia Sinica Institutional Animal Care and Utilization Committee (IACUC).

### Case selection

In total, 90 patients diagnosed with head and neck squamous cell carcinoma at the Taipei Medical University Hospital in Taiwan from 1991 to 2010 were included in this study. Patients who received preoperative chemotherapy or radiation therapy were excluded. Clinical information and pathology data were collected via a retrospective review of patient medical records. All cases were staged according to the 7th edition of the Cancer Staging Manual of the American Joint Committee on Cancer (AJCC), and the histological cancer type was classified according to the World Health Organization (WHO) 2004 classification guidelines. Follow-up data were available in all cases, and the longest clinical follow-up time was 190 months. Overall survival and disease-free survival were defined as the intervals from surgery to death caused by head and neck squamous cell carcinoma and recurrence or distant metastasis, respectively. The study was performed with the approval of the Institutional Review Board and with permission from the ethics committee of the institution involved (TMU-IRB 99049).

### Statistical analysis

The nonparametric Mann–Whitney *U* test was used to analyze the statistical significance of results from three independent experiments. Statistical analyses were performed using SPSS (Statistical Package for the Social Sciences) 17.0 software (SPSS, Chicago, IL, USA). A paired *t* test was performed to compare the GLUT4 IHC expression levels in cancer tissues and in the corresponding normal adjacent tissues. The association between clinicopathological categorical variables and the GLUT4 IHC expression levels were analyzed by Pearson’s chi-square test. Estimates of the survival rates were calculated using the Kaplan–Meier method and compared using the log-rank test. The follow-up time was censored if the patient was lost during follow-up. Univariate and multivariate analyses were performed using Cox proportional hazards regression analysis with and without an adjustment for GLUT4 IHC expression level, tumor stage, lymph node stage, and recurrence status. For all analyses, a *P* value of <0.05 was considered significant.

## Results

### Increased expression of GLUT4 is significantly correlated with metastasis and poor prognosis in HNSCC patients

To determine the clinical association between glucose transporters (GLUTs) in HNSCC patients, we utilized a previously developed HNSCC microarray database to examine and compare the expression of 10 major GLUTs using the Oncomine website. GLUT4 was found to be the only GLUT family member to have a significant correlation with metastatic status compared with other GLUT family members in the clinical cohort (Fig. 1a, 3.59-fold change, *P* = 5.20E-5). We then compared the correlations of all the GLUT family members with the prognosis of patients in the Petel HNSCC cohort (E-MTAB-1328, *n* = 89) in the SurvExpress database. The number of cases was divided approximately in half based on the expression (low or high) of the GLUT family member of interest, and a Kaplan–Meier survival analysis was performed on both groups using the SurvExpress website. The results showed that GLUT4 is the only GLUT family member whose RNA expression is significantly correlated with HNSCC overall survival (Fig. 1b, HR = 3.37, *P* value =0.043, other GLUT family data in Additional file 1: Figure S1). Forest plots of GLUT family members and their corresponding hazard ratios and Cox-*P* values were generated for another HNSCC microarray cohort (GSE2837, *n* = 40), and these results also showed GLUT4 to be the strongest prognosis marker with the highest hazard ratio. The Cox-*P* value for GLUT4 was calculated to be 0.07 by the Pronoscan website (Additional file 1: Figure S2). Together, these data show that of the GLUT family members, GLUT4 is the most significantly correlated with the clinical outcomes of HNSCC.

**Fig. 1:**
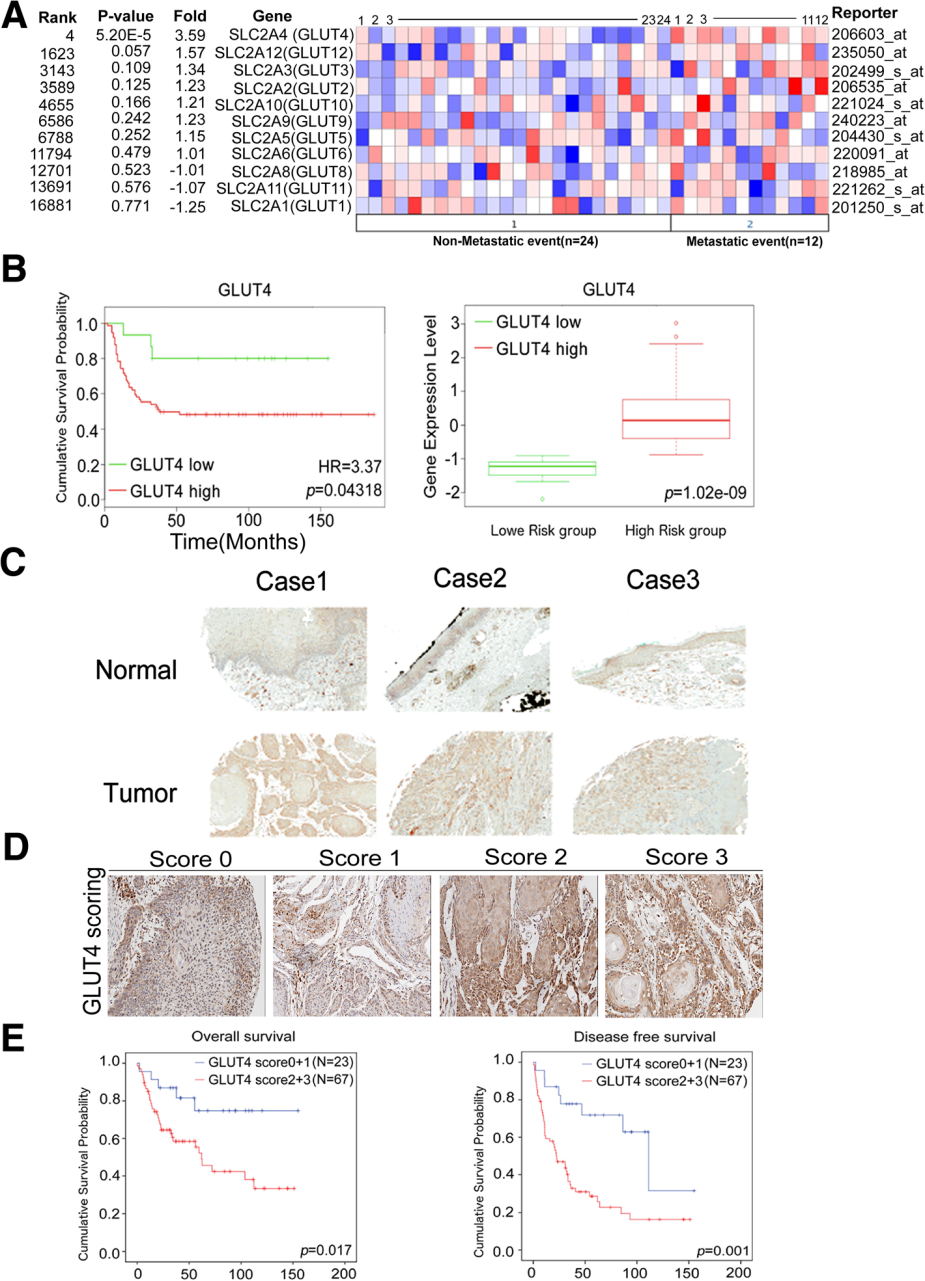
Overexpression of GLUT4 correlates with poor survival in HNSCC patients. **a** The heatmap indicates the correlation between the mRNA expression level of glucose transporters and HNSCC metastasis. Note that GLUT4 is the only gene that is significantly correlated with metastasis events in the Rickman Head–Neck cohort (*n* = 36) in the analysis by the Oncomine online tool. **b** The *box* plot shows that higher GLUT4 expression was correlated with a poor survival rate in patients in the Petel HNSCC cohort (E-MTAB-1328, *n* = 89) from the SurvExpress database (HR = 3.37, *P* = 0.043). **c** The expression level of the GLUT4 protein in tumor tissue compared to the corresponding normal adjacent tissue. **d** Scores (0~3) indicating GLUT4 levels in representative head and neck squamous tumor tissues. **e** Kaplan–Meier curves of overall and disease-free survival of 90 patients with HNSCC, stratified by a high or low GLUT4 protein expression level (*P* = 0.017 and *P* = 0.001, respectively)

We next validated these findings by examining GLUT4 protein expression using our own clinical HNSCC tissue cohort. The immunohistochemical staining results showed stronger staining of the GLUT4 protein in tumor tissues than in the adjacent normal tissues (Fig. 1c). After scoring, we determined the correlation between patient survival and either low-level GLUT4 staining (Fig. 1d, IHC scores 0 and 1) or high-level GLUT4 staining (Fig. 1d, IHC scores 2 and 3). The results indicated that high-level GLUT4 staining was significantly correlated with the poor overall and disease-free survival probabilities (Fig. 1e, *P* = 0.017, *P* = 0.001, respectively). A clinicopathological analysis showed that high GLUT expression is significantly correlated with recurrence (Table 1, *P* = 0.001). The patient demographic features are shown in Additional file 1: Table S1. Univariate and multivariate analyses of the disease-free survival probability showed that high-level GLUT4 expression served as the strongest independent prognostic marker in both the univariate analysis (Table 2, HR = 3.35, *P* = 0.001) and the multivariate analysis (Table 2, HR = 3.76, *P* < 0.001). These data indicate that the upregulation of GLUT4 is significantly associated with the distant metastasis and disease-related progression in HNSCC patients.

**Table 1:** Correlation of clinicopathological features of HNSCC patients with GLUT4 expression

Clinicopathological feature	Number	GLUT4 expression, *n* (%)		*P*
		Low (*n* = 23)	High (*n* = 67)	
Age (years)				
<65	72	19 (26.4)	53 (73.6)	0.717
≥65	18	4 (22.2)	14 (77.8)	
Gender				
Male	81	22 (27.2)	59 (72.8)	0.295
Female	9	1 (11.1)	8 (88.9)	
T stage				
T1 + T2	64	17 (26.6)	47 (73.4)	0.731
T3 + T4	26	6 (23.1)	20 (76.9)	
N stage				
N0	63	16 (25.4)	47 (74.6)	0.958
N1–3	27	7 (25.9)	20 (74.1)	
M stage				
M0	88	23 (26.1)	65 (73.9)	0.402
M1	2	0 (00.0)	2 (100.0)	
Clinical stage				
I + II	48	13 (27.1)	35 (72.9)	0.825
III + IV	40	10 (25.0)	30 (75.0)	
Recurrence				
No	33	15 (45.5)	18 (54.5)	0.001*
Yes	57	8 (14.0)	49 (86.0)	

*P value <0.05 was considered statistically significant (Student’s *t* test for continuous variables and Pearson’s chi-square test for variables). SD represents the standard deviation. The tumor stage, tumor, lymph node, and distal metastasis status were classified according to the international system for staging HNSCC

**Table 2:** Univariate and multivariate analysis of GLUT4 expression and HNSCC patients

Variables		OS		DFS	
		HR (95% CI)	*P*	HR (95% CI)	*P*
Cox univariate analysis					
GLUT4 expression	High vs. low	2.99 (1.16–7.77)	0.02*	3.35 (1.62–7.30)	0.001*
T stage	T3–4 vs. T1–2	3.07 (1.61–5.84)	<0.001*	1.82 (1.05–3.17)	0.03*
N stage	N1–3 vs. N0	2.00 (1.04–3.85)	0.04*	1.69 (0.98–2.92)	0.06
Cox multivariate analysis					
GLUT4 expression	High vs. low	3.31 (1.28–8.55)	0.01*	3.76 (1.76–8.03)	<0.001*
T stage	T3–4 vs. T1–2	2.86 (1.47–5.54)	0.002*	1.80 (1.03–3.16)	0.04*
N stage	N1–3 vs. N0	1.72 (0.87–3.37)	0.1	1.73 (0.99–3.03)	0.06

*P value <0.05 was considered significant

### GLUT4 ectopic overexpression promotes the migration and invasion abilities of HNSCC cells

To determine the functional attributes of GLUT4 in promoting HNSCC cellular migration and invasion, we first examined the GLUT4 protein expression levels in HNSCC cell lines. Our results showed varied expression levels of the GLUT4 protein in the eight HNSCC cell lines examined (Fig. 2a). We then determined the migration and invasion potentials of these HNSCC cell lines (Fig. 2b, c). The migration and invasion potentials of these cell lines were compared with their respective GLUT4 protein expression levels. Our results showed that GLUT4 expression appeared to be causally associated with metastatic potentials in HNSCC cells (Fig. 2d, Spearman rho = 0.81, *P* = 0.015). The GLUT4 gene was ectopically overexpressed in the low GLUT4-expressing cell lines HSC-3 and FaDu to determine whether GLUT4 overexpression induces HNSCC cell migration and invasion. The results in the left panel of Fig. 2e show the overexpression of the GLUT4 protein in the HSC-3 and FaDu cells. GLUT4 overexpression indeed significantly promoted the migration and invasion capabilities of the low-metastatic FaDu and HSC-3 cells (Fig. 2e, right panel, *P* < 0.01). In a complementary model, GLUT4 gene silencing significantly reduced the GLUT4 protein levels in HSC-3-M3 and HSC-2 cells, which expressed a high level of endogenous GLUT4 (Fig. 2f, left panel). GLUT4 knockdown in these two cell lines significantly inhibited the migratory/invasive capabilities of the highly metastatic HSC-3-M3 and HSC-2 cells (Fig. 2f, right panel).

**Fig. 2:**
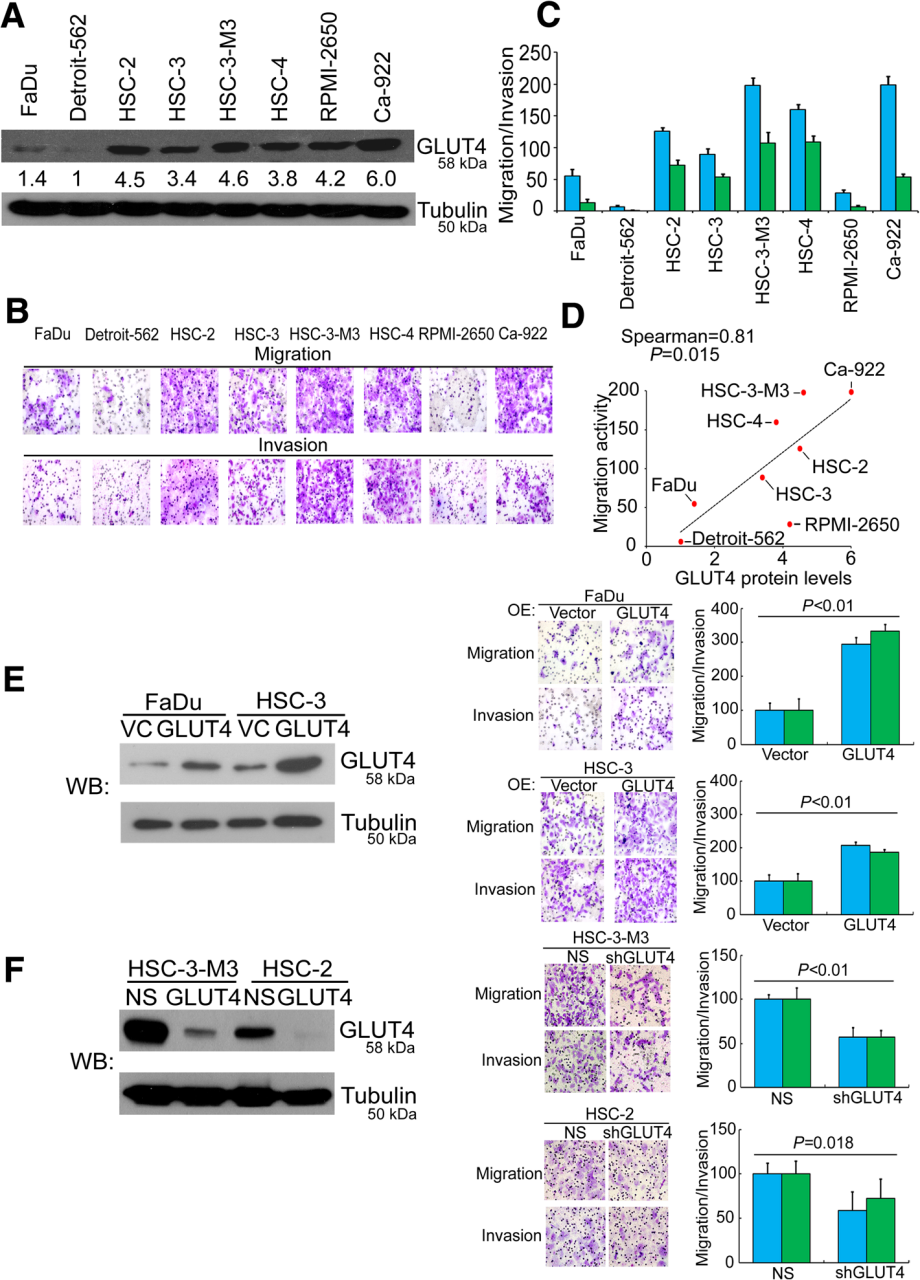
GLUT4 expression is positively correlated with metastasis ability in HNSCC cells and complementary models showed that GLUT overexpression promotes HNSCC migration and invasion. **a** Western blot analysis of GLUT4 and tubulin protein expression in various HNSCC cells. Tubulin was used as an internal control for protein loading. **b** The correlation between the GLUT4 protein expression level and the migration and invasion abilities of various HNSCC cell lines. **c** The significance of the correlation was analyzed using the nonparametric Spearman method. **d** Giemsa staining for evaluating the migration and invasion abilities of a panel of various HNSCC cell lines. **e** *Left panel*: western blot analysis of GLUT4 and tubulin protein expression after GLUT4 overexpression in FaDu cells and HSC-3 cells. Right panel: the migration and invasion abilities of FaDu cells and HSC-3 cells after the overexpression of the exogenous GLUT4 gene. **f** Western blot analysis of GLUT4 knockdown in HSC-2 cells and HSC-3-M3 cells. Tubulin was used as an internal control for protein loading. Right panel: the migration and invasion abilities of HSC-2 and HSC-3-M3 after GLUT4 knockdown. *NS* represents the nonsilenced control

### Increased GLUT4 expression promotes in vivo lung metastasis and in situ neck lymph node invasion

Next, we examined the role of GLUT4 in the promotion of metastasis in vivo using xenograft mouse models by intravenously injecting GLUT4-overexpressing and vector-control FaDu cells into mice. Six weeks after injection, the lungs were removed and examined for metastatic foci. Mice injected with GLUT4-overexpressing FaDu cells exhibited significantly higher numbers of metastatic foci compared to the vector control group by gross and histopathological examinations (Fig. 3a). There was a 4-fold increase in foci number in the GLUT4 overexpression group compared to the vector control group (Fig. 3b, *P* < 0.001). To mimic clinical HNSCC metastasis, we established an orthotopic xenograft HNSCC mouse model by injecting mice intrabuccally with luciferase-expressing FaDu cells that expressed either the GLUT gene or a vector control. Our results showed that stronger bioluminescence could be observed in 4 out of 5 mice injected with the GLUT4-overexpressing cells compared to only 1 mouse exhibiting weak bioluminescence in the vector control group (Fig. 3c). The average bioluminescence counts were obtained from the neck lymph nodes of all 10 mice, and the results showed that the GLUT4-overexpressing group had significantly higher counts compared to the vector control group (Fig. 3d, *P* < 0.05). In addition, we also established a xenograft model by subcutaneous injection of GLUT4-overexpressing FaDu cells. We observed that GLUT4 did not significantly increase the tumorigenicity of FaDu cells in vivo, and this result is consistent with the cell proliferation rate in vitro (Additional file 1: Figure S3). These data suggest that GLUT4 overexpression promotes HNSCC metastasis in vivo and in situ.

**Fig. 3:**
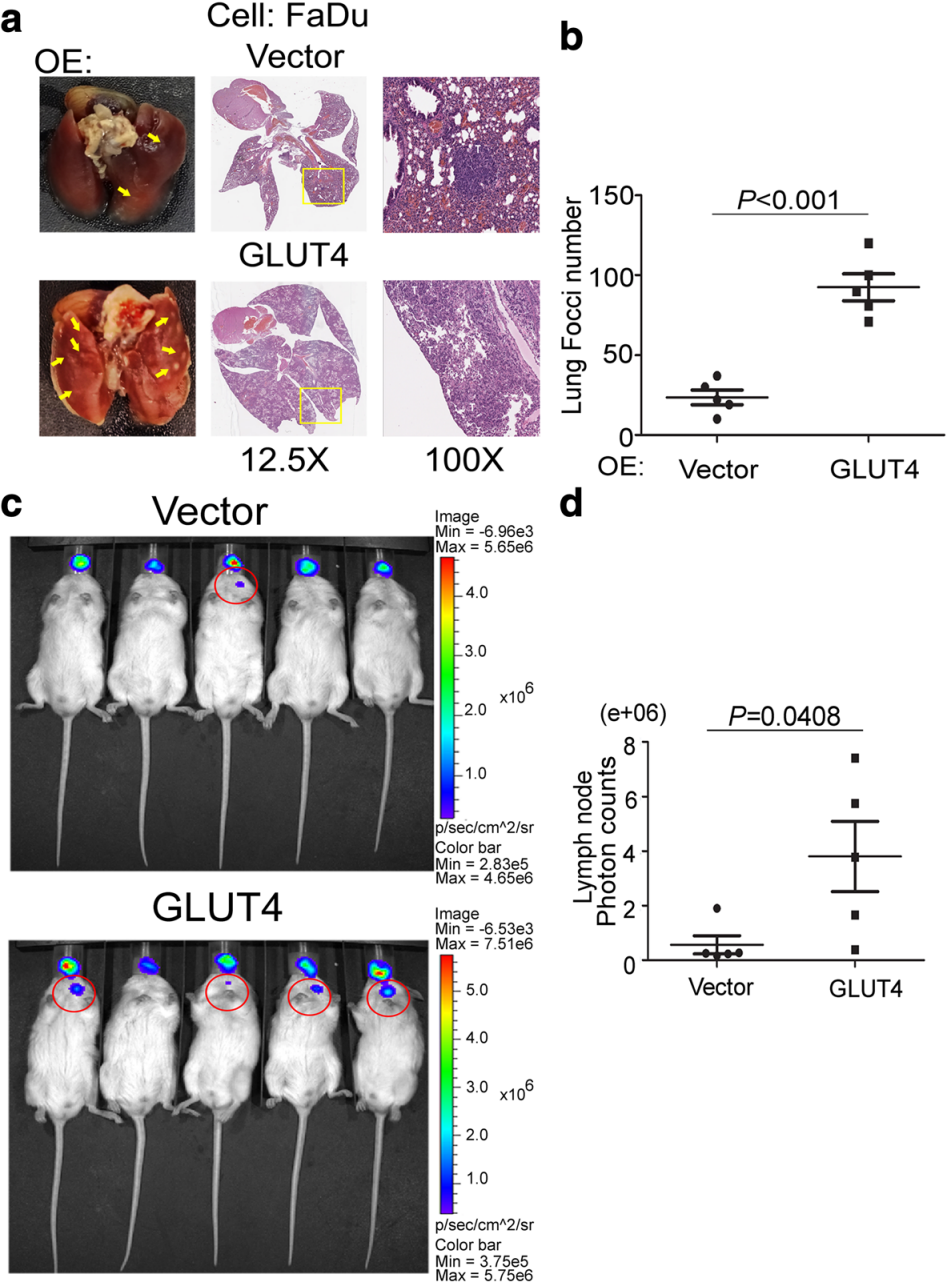
GLUT4 promotes in vivo metastasis and in situ invasion phenotypes. **a** Metastatic lung foci appearance as indicated by *arrows* (*left panel*) and foci morphologies (*middle panel*, ×12.5 magnification, and *right panel*, ×100 magnification) in mice (*n* = 5) implanted with control (vector only) or GLUT4-overexpressing FaDu cells through tail vein injection. **b** The quantified plot of metastatic lung foci numbers from Fig. 3a. **c** Bioluminescence images of the vector and GLUT4-overexpressed groups of the orthotopic FaDu xenograft mouse model. FaDu-GL-VC and –GLUT4 cells were intrabuccally injected into NSG mice. Luminescence was measured using a noninvasive bioluminescence imaging system (IVIS spectrum) at 6 weeks after injection. Lymph node metastasis is expressed as the bioluminescence intensity (BLI) change (five mice per group). **d** Quantitation of photon counts of each group from Fig. 3c. (*P* = 0.04). The significance of the difference was analyzed using the nonparametric Mann–Whitney *U* test

### HNSCC cell migration and invasion induced by GLUT4 overexpression is independent of glucose transporter activity

To determine whether the GLUT4-mediated promotion of HNSCC cell migration and invasion requires glucose transporter activity, we screened glucose uptake and lactate production in a panel of HNSCC cells. The data showed that metabolic events may be correlated with metastasis ability in several cell lines (Additional file 1: Figure S4), but no significant *P* values were obtained. Therefore, we added the glucose transport inhibitors ritonavir and indinavir to block glucose transport efficiency in a GLUT4-overexpressing cell model. We first used 2-NBDG treatment to demonstrate that ritonavir did indeed block transporter function. We observed the uptake of the glucose analog 2-NBDG by its autofluorescence. The GLUT4-overexpressing FaDu and HSC-3 cells treated with ritonavir had lower fluorescence counts (Fig. 4a, *P* < 0.01, left panel and *P* = 0.016, right panel) than did the vector-control FaDu and HSC-3 cells (Fig. 4a, *P* = 0.021, left panel and *P* < 0.01, right panel). We further confirmed the decrease in glucose uptake after inhibitor treatment by analyzing the culture medium (Fig. 4b). However, the results showed that ritonavir/indinavir did not significantly reduce the GLUT4-induced migration and invasion abilities of FaDu and HSC-3 cells compared to control cells (Fig. 4c). These results suggested that GLUT4 promotes HNSCC cell migration and invasion only partially through the transportation of glucose to the cancer cells.

**Fig. 4:**
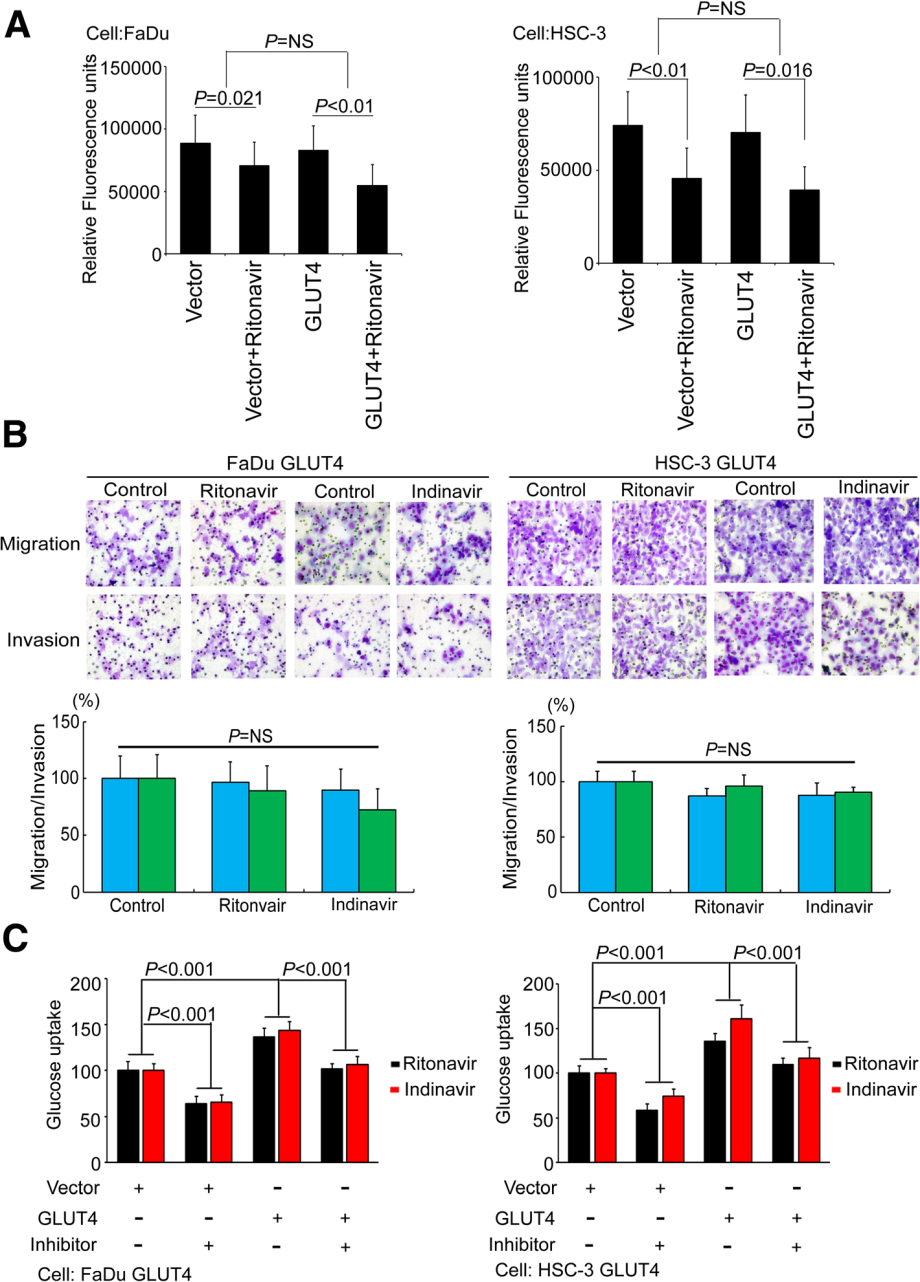
GLUT4 promotes HNSCC metastasis. **a** Relative fluorescence units after GLUT4 overexpression in FaDu (*left panel*) and HSC-3 cells (*right panel*) with or without ritonavir treatment. **b** The migration and invasion abilities of FaDu cells and HSC-3 cells were demonstrated after the overexpression of the exogenous GLUT4 gene, with and without the addition of ritonavir or indinavir. The data were the average of three independent experiments and are presented as the mean ± SEM. The significance of the difference was analyzed using the nonparametric Mann–Whitney *U* test. The *blue* and *green columns* represent cellular migration and invasion abilities, respectively. **c** The glucose uptake abilities of FaDu cells and HSC-3 cells were demonstrated after the overexpression of the exogenous GLUT4 gene, with and without the addition of ritonavir or indinavir. The data were the average of three independent experiments and are presented as the mean ± SEM. The significance of the difference was analyzed using the nonparametric Mann–Whitney *U* test. The *black* and *red columns* represent ritonavir and indinavir treatment, respectively

### TRIM24-DDX58 axis is involved in GLUT4-mediated HNSCC cell migration

To determine whether another novel pathway or network by plays a transporter function-independent role in the GLUT4-mediated promotion of HNSCC cell migration and invasion, we next performed a microarray analysis using the low-metastatic HNSCC FaDu cells with or without GLUT4 overexpression. 

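SLC2A4, the gene that encodes GLUT4, had an intensity of 28.3 in the vector control cells and 32.6 in the GLUT4-overexpressing cells, a log2 difference of 0.20. This is no larger than 0.20, the SD of single probe sets estimated from pairs of probe sets of the same gene, and both values lie below 39.3, the median intensity of all probe sets. SLC2A1, which encodes GLUT1, was at 457 and 442. Probe sets of this array type lie near the end of the transcript, and whether the introduced GLUT4 sequence contains the part that its probe set detects was not determined here, so this value does not check the labels of the arrays. FaDu is a cell line from a squamous carcinoma of the pharynx. Cells stably carrying the GLUT4 sequence or the control vector after puromycin selection gave 1 array each, on Affymetrix Human Genome U133 Plus arrays with 54675 probe sets. According to the methods, the authors normalized the expression levels as log2 values with GeneSpring, and the submitters' processing notes name MAS5 without a version. The deposited values used here are linear intensities with a lowest value of 4.15, with the same maximum on both arrays and a largest gap of 0.15 between their sorted log2 values, so they were already normalized between the arrays. Each difference given here is the log2 intensity of the GLUT4 array minus that of the vector array. For a gene with several probe sets, the probe set with the highest mean of both arrays was used. With 1 array per group there was no replicate check and no test, and a difference between these arrays covers every way in which both cell populations differed.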

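CXCL3, a neutrophil-attracting chemokine, had the largest difference of the 12939 genes above the median signal, at 6.57-fold higher with GLUT4 (530 to 3479). PTGS2, the inducible cyclooxygenase, was 2.80-fold higher, and PTX3, a secreted pattern recognition protein, also 2.80-fold higher. CCN2, a matricellular growth factor, was 3.09-fold higher, and LOX, which crosslinks collagen, was 2.88-fold higher on its main probe set and 3.26-fold and 2.95-fold higher on its other probe sets. ARRDC3, an arrestin domain protein, was 5.92-fold higher, RGCC 4.21-fold, HSD17B2 3.16-fold and BHLHE41, a transcriptional repressor, 2.86-fold. On the lower side, COL8A1, a collagen chain, was 4.23-fold lower with GLUT4 (1270 to 300.4). The stress-inducible chaperone HSPA6 was 3.46-fold lower, KLHL28 3.26-fold, IGFL1 3.03-fold, PECAM1, an adhesion molecule, 2.92-fold, KRT80, a keratin, 2.76-fold and PLS1, an actin-bundling protein, 2.67-fold. Of all probe sets, 1117 were more than 1.5-fold higher and 665 more than 1.5-fold lower, and of 19775 genes at 1 probe set each, 363 and 304. These counts have no error estimate. Averaged over all probe sets of each gene, the log2 differences of RGCC, BHLHE41, COL8A1, KLHL28 and PECAM1 came to 0.81, 0.71, -0.996, -0.72 and -0.81, less by over 1.5 times than those of their main probe sets at 2.07, 1.51, -2.08, -1.71 and -1.55. With an offset of 32 added to every intensity, which damps differences at low signal, 477 probe sets were higher and 289 lower.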

The normalized data from the microarray database analysis were subjected to Ingenuity Pathway Analysis (IPA) to identify molecules that are activated upon GLUT4 overexpression in FaDu cells. 

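TRIM24, a transcriptional cofactor with a RING domain, was itself at nearly equal mRNA levels on both arrays. Its brightest probe set read 296 in the vector control cells and 267 in the GLUT4-overexpressing cells, a log2 difference of -0.15. The second brightest read 203 and 172 (-0.24), and the remaining 2 lay below 18 on both arrays with differences of -0.05 and -0.31. KAT5, an acetyltransferase that Fig. 5a lists beside TRIM24, had 3 probe sets with differences of -0.17, -0.06 and -0.13. None of these probe sets passed 1.5-fold. The activation scores of Fig. 5a are computed from target genes and not from the mRNA of the regulator, and the Ingenuity analysis was not repeated here.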

The results showed that the transcription factor TRIM24 is the top predicted candidate to be activated in response to GLUT4 overexpression, as verified by the transcriptional activity of its target genes with a *Z*-score of 2.868 and *P* value =1.55E-05 (Fig. 5a and Additional file 1: Table S2). The top 11 activated transcription factors with *Z*-scores higher than 2 and their respective downstream genes are shown in Additional file 1: Table S2. Similarly, the top 7 inhibited transcription factors and their respective downstream genes are shown in Additional file 1: Table S3.

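Interferon-stimulated genes, the antiviral genes that interferons induce through IRF and STAT factors, were lower with GLUT4 as a group on their main probe sets. Of 48 measured, 14 were more than 1.5-fold lower, none was more than 1.5-fold higher, and 42 lay below 0. HERC5, the ligase that attaches ISG15, had a log2 difference of -1.34 (163 to 64.4) and LAMP3 one of -0.95 (62.3 to 32.3; -0.55 with the offset of 32). IFIT1, which binds viral RNA, read 217 and 108. Other members differed little, such as the antiviral GTPase MX1 at -0.11, EPSTI1 at -0.10 and the RNA editing enzyme ADAR at -0.05. The median of the list was -0.30, below all 10000 random gene lists matched on mean expression, whose middle 95% ran from -0.09 to 0.06. The 36 further probe sets of these genes had a median of -0.075, with 22 below 0 and 14 above. That median lay inside the middle 95% of matched lists of such probe sets, at percentile 5.6. Part of this list stands in Table S4 and Table S6, which had been read when it was written. The 40 members in neither table had a median of -0.22. With the offset of 32, 9 members in place of 14 were more than 1.5-fold lower. Of 16 genes of antigen presentation and the immunoproteasome, 14 lay below 0 and 2 were more than 1.5-fold lower, PSMB9, an immunoproteasome subunit, at -0.74 and ERAP1, which trims peptides for presentation, at -0.64. Averaged over all of its probe sets, ERAP1 was within 1.5-fold at -0.33. Of 21 genes of interferon production and receptor signalling, 1 was more than 1.5-fold lower, SOCS3, a feedback inhibitor, at -0.67 (-0.35 averaged over its probe sets, within 1.5-fold), and the median of -0.07 lay at percentile 12.4. The interferon gene IFNB1 was near background at 18.2 and 17.6. Of the 7 regulators that Fig. 5a lists as inhibited, the mRNAs of the 6 analysed here stayed within 1.5-fold on their main probe sets, with IRF7 at -0.36, TFAP2C at -0.25, NANOG at -0.17, IRF1 at -0.14 (-0.46 averaged with its other probe set, which was past 1.5-fold at -0.78), IRF3 at 0.05 and KLF2 at 0.24. Their median of -0.15 lay at percentile 7.87.

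**Figure D1:**
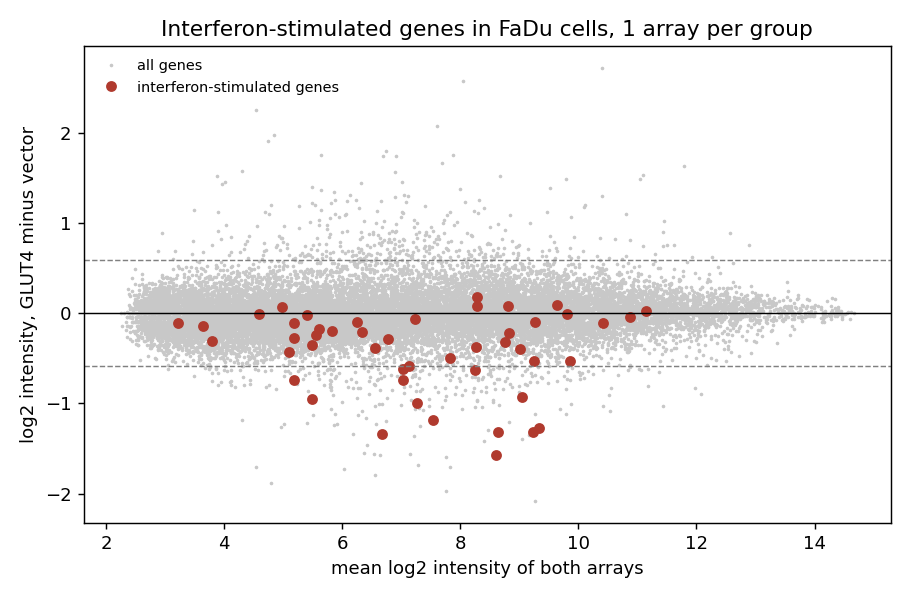
The log2 intensity of the GLUT4 array minus that of the vector array (vertical axis) is plotted against the mean log2 intensity of both arrays (horizontal axis). Grey points are all genes, red points the 48 interferon-stimulated genes, and dashed lines mark 1.5-fold. The red points past a dashed line, 14 in all, lie on the lower side.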

**Fig. 5:**
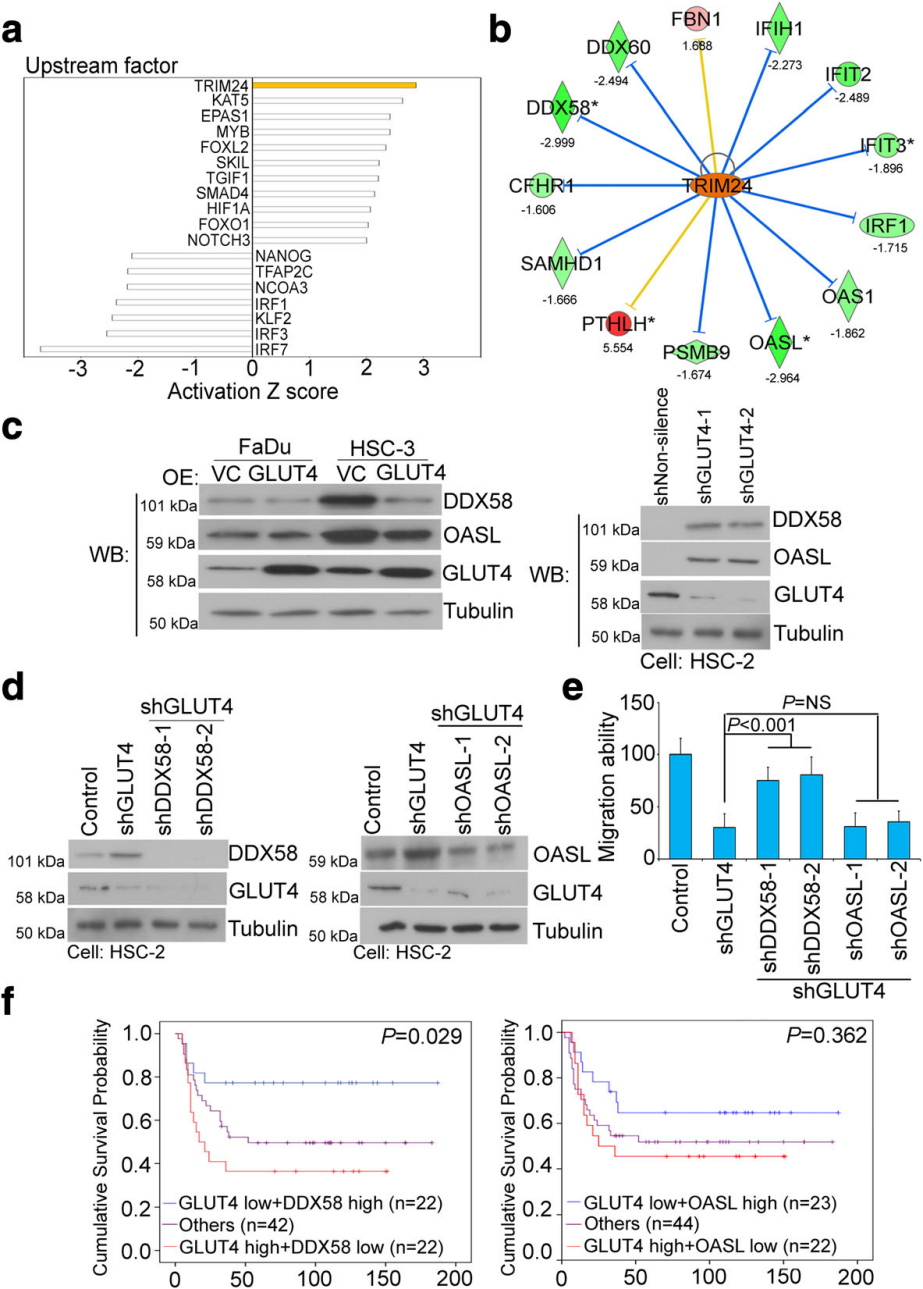
GLUT4 triggers TRIM24 activation to promote HNSCC metastasis. **a** The *bar chart* indicates the potential upstream regulators predicted by Ingenuity Pathway Analysis (IPA) software based on microarray from GLUT4-overexpressing FaDu cells with a 1.5-fold change cutoff compared to vector control cells. **b** The TRIM24 network was predicted based on the common signature from the Ingenuity (IPA) database overlaid with microarray data from GLUT4-overexpressing FaDu cells with a 1.5-fold change cutoff compared with vector control cells. The intensity of the node color indicates the degree of activating (*orange*) and inhibiting (*blue*) regulation following GLUT4 interactomics. **c** Western blot analysis of DDX58, OASL, and tubulin protein expression after GLUT4 overexpression in FaDu and HSC-3 cells (*left panel*) or GLUT4 knockdown in HSC-2 cells (*right panel*). Tubulin was used as an internal control for protein loading. **d** Western blot analysis of DDX58 or OASL knockdown combined with GLUT4 knockdown in HSC-2 cells. Tubulin was used as an internal control for protein loading. **e** The migration capabilities of HSC-2 cells with DDX58 or OASL knockdown combined with GLUT4 knockdown. **f** Kaplan–Meier survival curve analysis of HNSCC patients with high GLUT4 and low DDX58 or OASL levels as determined by IHC staining at the endpoint of overall survival (*P* = 0.029 and *P* = 0.362, respectively)

Because TRIM24 was the most activated transcription factor upon GLUT4 overexpression in FaDu cells, we compared our GLUT4 microarray datasets with the TRIM24-related signature obtained by IPA analysis. 

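Of the 13 genes of Table S4, 11 were analysed here, and the counts given do not cover the others. Of these 11, 10 had lower values with GLUT4 on every probe set that the table lists, and 1, FBN1, had higher ones. The RNA helicase DDX60 was 2.49-fold lower (950 to 381). IFIT2, an interferon-induced RNA-binding protein, was 2.49-fold lower on its brighter probe set and 1.45-fold lower on the other. IFIH1, the cytosolic RNA sensor MDA5, was 2.27-fold lower on its brightest probe set (279 to 123) and 1.06-fold lower on the dim one that the table also lists, which read 18.3 and 17.2. A further IFIH1 probe set that the table does not list was 1.30-fold higher (26.2 to 34.2), and the mean over all 3 was a log2 difference of -0.30, within 1.5-fold. IFIT3 was 1.90-fold and 1.73-fold lower. OAS1, an oligoadenylate synthetase, was 1.89-fold lower on one probe set, from 38.5 to 20.4, and 1.18-fold lower on the other, from 51.2 to 43.4. With the offset of 32 the former came to 1.34-fold lower, within 1.5-fold. IRF1, an interferon-regulated transcription factor, was 1.72-fold lower on one probe set (409 to 238) and 1.10-fold lower on the other (496 to 452). SAMHD1, a dNTP hydrolase, was between 1.33-fold and 1.67-fold lower on its 4 listed probe sets, and 1.04-fold and 1.03-fold higher on those not listed (57.2 to 59.4 and 9.37 to 9.66). FBN1, a microfibril protein, was 1.70-fold higher on its brightest probe set (40.4 to 68.6) and 1.15-fold higher on the other two, and came to a log2 difference of 0.39 when these were averaged and 0.48 with the offset of 32, both within 1.5-fold. Of the 27 probe sets that the table lists, 23 were analysed here, and 13 of these were more than 1.5-fold lower, 1 was more than 1.5-fold higher and 9 were within 1.5-fold. The median over the 11 genes was -0.92, below all 10000 random lists. The table was drawn up from these same arrays, so its direction is not independent of them.

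**Figure D2:**
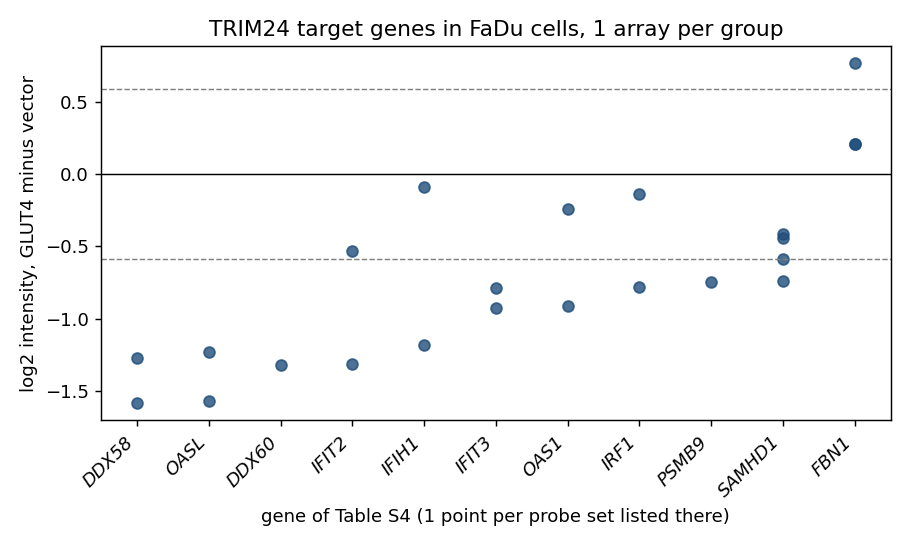
Each point is 1 probe set that Table S4 lists, with the log2 intensity of the GLUT4 array minus that of the vector array on the vertical axis and dashed lines at 1.5-fold. The genes are ordered by their lowest point, and the probe sets of IFIT2, IFIH1, OAS1, IRF1 and SAMHD1 lie on both sides of the lower dashed line.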

Our results showed that DDX58 and OASL were the most significantly downregulated transcriptional targets of TRIM24 (Fig. 5b; −2.42- and −2.99-fold for DDX58 and −2.96- and −2.34-fold for OASL in Additional file 1: Table S4). 

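DDX58, the cytosolic RNA sensor RIG-I, read 1000.1 in the vector control cells and 414 in the GLUT4-overexpressing cells on its brightest probe set, 2.42-fold lower, and 436 and 145 on the next, 3.00-fold lower. A further, dimmer DDX58 probe set that Table S4 does not list read 61.9 and 67.8, 1.09-fold higher. OASL, an oligoadenylate synthetase-like protein, read 669 and 226 on its brighter probe set, 2.96-fold lower, and 524 and 224 on the other, 2.34-fold lower. By the strongest probe set of each gene, DDX58 and OASL came first and second of the 11 Table S4 genes analysed here, ahead of DDX60 and IFIT2. By the brightest probe set of each gene, OASL came first at a log2 difference of -1.57, and DDX58, at -1.27, came after DDX60 and IFIT2, both at -1.32. Averaged over all probe sets of a gene, the order was OASL at -1.40, DDX60 at -1.32, IFIT2 at -0.92 and DDX58 at -0.91. Among all 54675 probe sets counted from the most lowered, the DDX58 probe sets stood at ranks 15 and 48 and the OASL probe sets at 17 and 56. No test stands behind these ranks, since each group had 1 array. By the brightest probe set, the gap between DDX58 and both DDX60 and IFIT2 is smaller than the SD of a single probe set. That between OASL and both DDX60 and IFIT2 is smaller than 0.29, the SD of the difference of a pair of probe sets of the same gene. The paper states, citing these fold changes, that DDX58 and OASL were the TRIM24 targets lowered most, and goes on to measure both proteins in cells with GLUT4 overexpression and knockdown.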

We further validated the expression levels of DDX58 and OASL in cell models of GLUT4 overexpression and knockdown. Our western blot results showed that DDX58 and OASL were downregulated in GLUT4-overexpressing FaDu and HSC-3 cells (Fig. 5c, left panel) and that the knockdown of GLUT4 expression in HSC-2 cells resulted in the higher expression of the DDX58 and OASL proteins (Fig. 5c, right panel). We further knocked down the gene expression of DDX58 and OASL by their respective shRNAs in the GLUT4-knockdown highly metastatic HSC-2 cells. A western blot analysis showed that the DDX58 and OASL protein expression was significantly reduced (Fig. 5d). The subsequent knockdown of DDX58 could significantly restore the migration potential of GLUT4-knockdown HSC-2 cells by 1.5-fold (Fig. 5e, *P* < 0.001); however, OASL knockdown did not restore the migration capability (Additional file 1: Figure S5). These data suggested that DDX58 may be the primary negatively regulated downstream target of TRIM24 mediating the GLUT4-induced HNSCC cell migration. This in vitro inverse relationship of GLUT4 and DDX58 expression was then validated in in silico clinical HNSCC cohorts. The results showed that high GLUT4 RNA expression in combination with low DDX58 RNA expression levels was significantly correlated with the worst HNSCC patient survival (Fig. 5f and Additional file 1: Figure S6, *P* = 0.029, *P* < 0.001, respectively).

## Discussion

GLUT4, encoded by the SLC2A4 gene, is a high-capacity transporter that is normally restricted to nondividing cells, including adipose tissue, skeletal muscle, and myocardium [11]. GLUT4 is not detectable in normal oral epithelial cell lines [12], whereas GLUT1 is ubiquitously expressed and is constitutively located on the cell membrane [13]. Evidence from intensive research in the field of diabetes shows that GLUT4 traffics between the plasma membrane and intracellular vesicles (termed GLUT4-storage vesicles, GSVs) and that this activity is regulated by the PI3k/Akt pathway in an insulin-responsive manner [14] or by the AMPK pathway [15] in response to muscle contraction. Surprisingly, evidence has suggested that GLUT4 is present for basal glucose consumption and cell growth and survival in multiple myeloma [10] and breast cancer cells [16]. To date, little is known about the involvement of GLUT4 in cancer metabolism. This raises the question of whether the regulation of GLUT4 in cancer cells is due to a cancer-specific glucose transporter or a cancer-specific signaling mechanism. In this study, we first confirmed the role of GLUT4 in cancer metastasis and the possible signaling network involved.

TRIM24 controls gene expression through several mechanisms. First, TRIM24 promotes AKT phosphorylation to promote cell proliferation [17]. Second, TRIM24 interacts with nuclear receptor, such as RAR or ER, to regulate gene expression [18]. Third, TRIM24 contains a RING domain and E3 ligase activity that degrades p53, which controls gene expression [19]. Because our signaling analysis was generated using GLUT4-silenced HNSCC cells, we proposed that GLUT4 triggers TRIM24 to repress several downstream tumor suppressors. We hypothesized that the GLUT4–TRIM24 axis had a positive correlation and represented a powerful biomarker for clinical treatment and prognosis.

One of the most interesting observations we made in this study was that GLUT4-mediated HNSCC metastasis was independent of glucose concentration and the innate glucose transport function of GLUT4. It may be that the ectopic overexpression of GLUT4 leads to a lower threshold for activating its downstream molecules, rendering the ligand (glucose) concentration nonconsequential. This phenomenon was reported in the case of epidermal growth factor (EGF) and its receptor (EGFR) [20–22]. It is also plausible that alternative ligands (other than glucose) of GLUT4 may be present and responsible for this phenomenon. Thus, further investigation is required.

Based on its tissue and function specificity, GLUT4 has long been thought to be an insulin-dependent glucose transporter in muscle and fat cells. Our study thus uncovers a new role for GLUT4 as a metastatic promoter and prognostic biomarker for HNSCC patients. However, the reason why GLUT4 expression is elevated in HNSCC cells remains unclear. A plausible explanation could be the deranged metabolism in cancer cells. Because the upper aerodigestive tract is susceptible to environmental carcinogens, such as tobacco, alcohol, and betel nuts [23], cellular stress and damages generated by these agents may result in malignant transformation and metabolism. Our IPA analysis revealed that hypoxia-induced factors (EPAS1, HIF1A) and TGF*B*-associated genes (SKIL, TGIF1, SMAD4) as well as genes involved in stemness and tumorigenesis (MYB, FOXL2, FOXO1, NOTCH3) were all upregulated, which supported the hypothesis that GLUT4 may be an abnormal responder to environmental carcinogens and result in carcinogenesis, cancer progression, and metabolic shifts. 

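The mRNAs of these 9 regulators were at similar levels on both arrays. Of the hypoxia-inducible factors, EPAS1 read 4393 in the vector control cells and 4992 with GLUT4, a log2 difference of 0.18, and HIF1A 10624 and 10727 (0.01). Of the TGF-beta-associated genes, the repressor SKIL was at -0.30, TGIF1 at -0.15 and the signal transducer SMAD4 at -0.07, while the means over all probe sets of SKIL and SMAD4 were -0.04 and 0.13. MYB was at -0.01, FOXL2 at -0.34, FOXO1 at 0.03 and NOTCH3 at 0.00. Together with TRIM24 and KAT5, none of these 11 regulators passed 1.5-fold on its main probe set, and their median of -0.07 lay at percentile 14.9 of random lists. Of 23 genes that hypoxia induces, 4 were more than 1.5-fold higher, among them ADM, a vasodilator peptide, at 1.29, the carbonic anhydrase CA12 at 1.14 and NDRG1 at 0.89. STC2, a secreted glycoprotein, was lower at -1.21 (-0.76 averaged over its probe sets), and VEGFA, the angiogenic growth factor, was at -0.39. The list's median of 0.12 lay at percentile 99.1, and at 96.8 when all probe sets of a gene were averaged. Of 18 genes that TGF-beta induces, 2 were more than 1.5-fold higher, CCN2 and the repressor SNAI2, and LTBP2, a microfibril-associated matrix protein, was lower at -1.35. The median of 0.00 lay at percentile 45.2.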

(Fig. 5a and Additional file 1: Table S2).

According to recently published reports, TRIM24 was found to be correlated with poor survival and was involved in cell proliferation and metastasis in colon cancer and breast cancer [24, 25]. TRIM24 was also reported to be a regulator of interferon signal transducers to activate the STAT pathway through retinoic acid receptor inhibition [26, 27]. TRIM24 serves as a co-factor for binding the *STAT1* promoter region to enhance cell proliferation through the induction of the IFN/STAT1 pathway [26, 28]. Interestingly, DDX58 was found to be significantly upregulated in TRIM24-deficient mice [27]. Here, in our study, we further provided direct evidence that GLUT4 overexpression significantly activates TRIM24 to downregulate DDX58 expression and consequently promotes HNSCC cell motility and invasion. The detailed mechanism regarding how GLUT4 modulates TRIM24 activity remains to be elucidated.

## Conclusions

In this study, we showed that GLUT4 overexpression promotes tumor metastasis and is significantly associated with poor prognosis in HNSCC patients through a glucose-indirect pathway in cancer cells that leads to the activation of the TRIM24 pathway. Furthermore, we validated the downstream target DDX58 as the suppressor of GLUT4–TRIM24-induced migration and invasion. The inverse correlation of GLUT4 and DDX58 may be used as a significant predictor of poor prognosis in HNSCC patients. The GLUT4–TRIM24 axis may serve as a new target for drug development to treat HNSCC patients with metastasis.

## Additional files

Additional file 1: Table S1. Demographic features of HNCC patient cohort. **Table S2.** GLUT overexpression activated transcription factors and their downstream targets ranked by *Z*-Score. **Table S3.** GLUT overexpression inhibited transcription factors and their downstream targets ranked by *Z*-Score. **Table S4.** List of TRIM24 downstream genes and their fold changes. **Table S5.** List of primers and knockdown clones’ information. **Table S6.** List of candidate probes >2.0-fold change cutoff by GLUT4 vs. control in FaDu cells. **Figure S1.** Box plot showing the expression of the GLUT family members correlated with the survival rate of the patients in the Petel HNSCC cohort (E-MTAB-1328, *n* = 89) in the SurvExpress database (HR = 3.37, *P* = 0.043). **Figure S2.** Forest plot of GLUT family members and their corresponding hazard ratios, probes and Cox-P values. **Figure S3.** GLUT4 overexpression model in vitro and in vivo. (A) Cell proliferation rate and (B) tumorigenicity ability in animal model GLUT4-overexpressing FaDu cells. **Figure S4.** Glucose uptake and lactate production in a panel of HNSCC cell lines. **Figure S5.** The migration abilities of with or without GLUT4 knockdown combined DDX58 or OASL knockdown in HSC-2 cells. **Figure S6.** Correlation plot of GLUT4 expression with the (A) OASL or (B) DDX58 RNA level in a clinical cohort (Pearson *r* = −0.7146, *P* < 0.001 and Pearson *r* = −0.6246, *P* < 0.001, respectively).

## Abbreviations

2-NBDG: (2-(N-(7-nitrobenz-2-oxa-1,3-diazol-4-yl)amino)-2-deoxyglucose)
DDX58: DEXD-H-box helicase 58
GLUT: Glucose transporter
IPA: Ingenuity Pathway Analysis
OASL: 2′-5′-Oligoadenylate synthetase Like
TRIM24: Tripartite motif-containing 24

# Supplementary material for: Glucose transporter 4 promotes head and neck squamous cell carcinoma metastasis through the TRIM24-DDX58 axis
**Source:** J Hematol Oncol. 2017 Jan 7;10:11. doi: 10.1186/s13045-016-0372-0

**Glucose Transporter 4 Promotes Head and Neck Squamous Cell Carcinoma Metastasis through the TRIM24-DDX58 Axis**

Yu-Chan Chang^1,2^, Li-Hsing Chi^2,3^, Wei-Ming Chang^2.4^, Chia-Yi Su^2^, Yuang-Feng Lin^5^, Chi-Long Chen^6,7^, Ming Huang Chen^8,9^, Peter Mu-Hsin Chang^8,9#^, Alex T.H. Wu^3,#^ and Michael Hsiao^2,10#^

Or to Dr. Alex TH Wu

Or to Dr. Peter Mu-Hsin Chang

**Running Title**: GLUT4 overexpression promotes head and neck squamous cell carcinoma metastasis

**Supplementary Materials and Methods**

**RT-PCR Analysis**

Cells were lysed in TRIzol reagent (Invitrogen, Carlsbad, CA, USA), and total RNA was extracted according to the manufacturer’s protocol. The amount of RNA was measured using a Nanodrop spectrophotometer (Thermo, Waltham, MA, USA). Reverse transcription-PCR (RT-PCR) was performed using a SuperScript III kit (Invitrogen, Carlsbad, CA, USA) according to the manufacturer’s protocol. The expression levels of target genes were normalized to that of the ribosomal protein 26S, which was used as an internal control.

**Cell Migration and Invasion Assays**

For migration assays, polycarbonate filters (GE Healthcare Life Sciences, Chalfont St. Giles, UK) were coated with 1 mg/ml human fibronectin (Sigma, St. Louis, MO, USA). Medium containing 10% FBS was added to each well of the lower compartment of the Boyden chamber. Cells were resuspended in serum-free medium and loaded into each uncoated well of the upper compartment of the Boyden chamber. For invasion assays, the fibronectin-coated polycarbonate filters were further coated with 10 mg/ml Matrigel (BD Biosciences, San Jose, CA, USA) on the opposite surface. Medium containing 10% FBS was added to each well of the lower compartment of the Boyden chamber. Cells were resuspended in serum-free medium and loaded into each Matrigel-coated well of the upper compartment of the Boyden chamber. After an optimized length of time, the invaded cells were stained with Giemsa solution and counted under a light microscope (400x, 8 random fields of each well). Three independent experiments were conducted in quadruplicate assays.

**Supplementary Tables**

**Table S1.** Demographic features of HNCC patient cohort

| Clinicopathological feature | n |
| --- | --- |
|  |  |
| Total number | 90 |
| Age |  |
| <65 y | 72 |
| ≧65 y | 18 |
| Gender |  |
| Male | 81 |
| Female | 9 |
| T stage |  |
| T1+T2 | 64 |
| T3+T4 | 26 |
| N stage |  |
| N0 | 63 |
| N1-3 | 27 |
| M stage |  |
| M0 | 88 |
| M1 | 2 |
| Clinical stage |  |
| I + II | 48 |
| III + IV | 40 |
| Recurrence |  |
| No | 33 |
| Yes | 57 |

**Table S2.** GLUT overexpression activated transcription factors and their downstream targets ranked by Z-Score.

**Table S3.** GLUT overexpression inhibited transcription factors and their downstream targets ranked by Z-Score.

**Table S4.** List of TRIM24 downstream genes and their fold changes

| Gene Symbol | Fold Change | Regulation | Probe Set ID |
| --- | --- | --- | --- |
| DDX58 | -2.4163973 | down | 218943_s_at |
| DDX58 | -2.9992216 | down | 222793_at |
| OASL | -2.9635885 | down | 205660_at |
| OASL | -2.3428178 | down | 210797_s_at |
| DDX60 | -2.4938993 | down | 218986_s_at |
| IFIT2 | -1.4442453 | down | 217502_at |
| IFIT2 | -2.4892886 | down | 226757_at |
| IFIH1 | -1.0672822 | down | 216020_at |
| IFIH1 | -2.272543 | down | 219209_at |
| IFIT3 | -1.7283401 | down | 204747_at |
| IFIT3 | -1.8957736 | down | 229450_at |
| SAMHD1 | -1.6664855 | down | 234987_at |
| SAMHD1 | -1.4990468 | down | 235529_x_at |
| SAMHD1 | -1.3548536 | down | 235964_x_at |
| SAMHD1 | -1.3361026 | down | 1559883_s_at |
| OAS1 | -1.86244 | down | 202869_at |
| OAS1 | -1.1846541 | down | 205552_s_at |
| IRF1 | -1.0984706 | down | 202531_at |
| IRF1 | -1.715033 | down | 238725_at |
| PSMB9 | -1.674197 | down | 204279_at |
| CFHR1 | -1.6062323 | down | 215388_s_at |
| PTHLH | 4.2370477 | up | 206300_s_at |
| PTHLH | 3.111123 | up | 210355_at |
| PTHLH | 3.1474395 | up | 211756_at |
| FBN1 | 1.1511298 | up | 202765_s_at |
| FBN1 | 1.6881784 | up | 202766_s_at |
| FBN1 | 1.1516863 | up | 235318_at |

**Table S5.** List of primers and knockdown clones’ information.

| **Primer** | **Sequence** |  |  |
| --- | --- | --- | --- |
| GLUT4-F | CTGTGCCATCCTGATGACTG |  |  |
| GLUT4-R | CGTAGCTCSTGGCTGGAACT |  |  |
| S26RT-F | CCGTGCCTCCAAGATGACAAAG |  |  |
| S26RT-R | ACTCAGCTCCTTACATGGGCTT |  |  |
| CDH1-F | AGTGCCAACTGGACCATTCA |  |  |
| CDH1-R | TCTTTGACCACCGCTCTCCT |  |  |
| Snail-F | GCGAGCTGCAGGACTCTAAT |  |  |
| Snail-R | TCCAAGGAAGAGGCTGAAGTA |  |  |
| Slug-F | GAGCATACAGCCCCATCACT |  |  |
| Slug-R | GCAGTGAGGGCAAGAAAAAG |  |  |
| Vimentin-F | ACGTGACTACGTCCACCCGCA |  |  |
| Vimentin-R | CTCCTCCTGCAATTTCTCCCGGAGG |  |  |
| TWIST1-F | CGGACAAGCTGAGCAAGATT |  |  |
| TWIST1-R | CCTTCTCTGGAAACAATGA |  |  |
| **shRNA** | **Oligo ID** | **NM ID** | **Target sequence** |
| shGLUT4-1 | TRCN0000043631 | 001042 | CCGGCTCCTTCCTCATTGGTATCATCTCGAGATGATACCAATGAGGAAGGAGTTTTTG |
| shGLUT4-2 | TRCN0000043632 | 001042 | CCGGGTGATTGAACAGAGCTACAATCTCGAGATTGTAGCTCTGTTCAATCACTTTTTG |
| shDDX58-1 | V2LHS_197765 | 014314 |  |
| shDDX58-2 | V2LHS_197176 | 014314 |  |
| shOASL-1 | V2LHS_3221 | 198213 |  |
| shOASL-2 | V2LHS_24137 | 198213 |  |

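Table S6 lists the probe sets with more than a 2-fold difference between the GLUT4 array and the vector array, without a filter on signal. The deposited intensities gave 258 probe sets higher and 109 lower past 2-fold, and these were the 367 probe sets of the table, with log2 differences that match its values to within 1.02e-06. Probe sets with no gene named in the annotation used here made up 77 of those higher and 7 of those lower. In Table S6 itself, 47 of those higher and 6 of those lower have no gene symbol. Among probe sets with an antisense, LOC or LINC name, 22 were higher and 3 lower. CBX3, a heterochromatin protein, shows how probe sets of 1 gene can differ. Its bright probe sets, at 9147 and 5638 in the vector control cells, were 1.08-fold and 1.10-fold higher with GLUT4, and its dim probe sets, at 53.8 and 24.2, were 2.08-fold and 2.26-fold higher. CLEC7A, a receptor of myeloid cells, was 2.17-fold and 3.28-fold lower on its bright probe sets (86.4 to 39.8 and 106 to 32.3) and 5.63-fold lower on a further one (60.7 to 10.8), while its 3 dim ones, at 14.7 or below on both arrays, were 1.68-fold, 1.09-fold and 1.08-fold lower. Past 2-fold, 193 of the higher and 86 of the lower probe sets had a mean above the median signal. With the offset of 32, the counts past 2-fold were 78 higher and 44 lower.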

**Table S6.** List of candidate probes >2.0 fold change cut-off by GLUT4 versus control in FaDu cells.

**Supplementary Figure Legends**

**Figure S1.** Box plot showing the expression of the GLUT family members correlated with the survival rate of the patients in the Petel HNSCC cohort (E-MTAB-1328, n=89) in the SurvExpress database (HR=3.37, *P*=0.043).

**Figure S2.** Forest plot of GLUT family members and their corresponding hazard ratios, probes and Cox-P values.

**Figure S3.** (A) Cell proliferation rate *in vitro* and (B) tumorigenicity ability *in vivo* of GLUT4-overexpressing FaDu cells.

**Figure S4.** Glucose uptake and lactate production in a panel of HNSCC cell lines.

**Figure S5.** The migration abilities of with or without GLUT4 knockdown combined DDX58 or OASL knockdown in HSC-2 cells.

**Figure S6.** Correlation plot of GLUT4 expression with the (A) OASL or (B) DDX58 RNA level in a clinical cohort (Pearson r= -0.7146, *P*<0.001 and Pearson r= -0.6246, *P*<0.001, respectively).

**
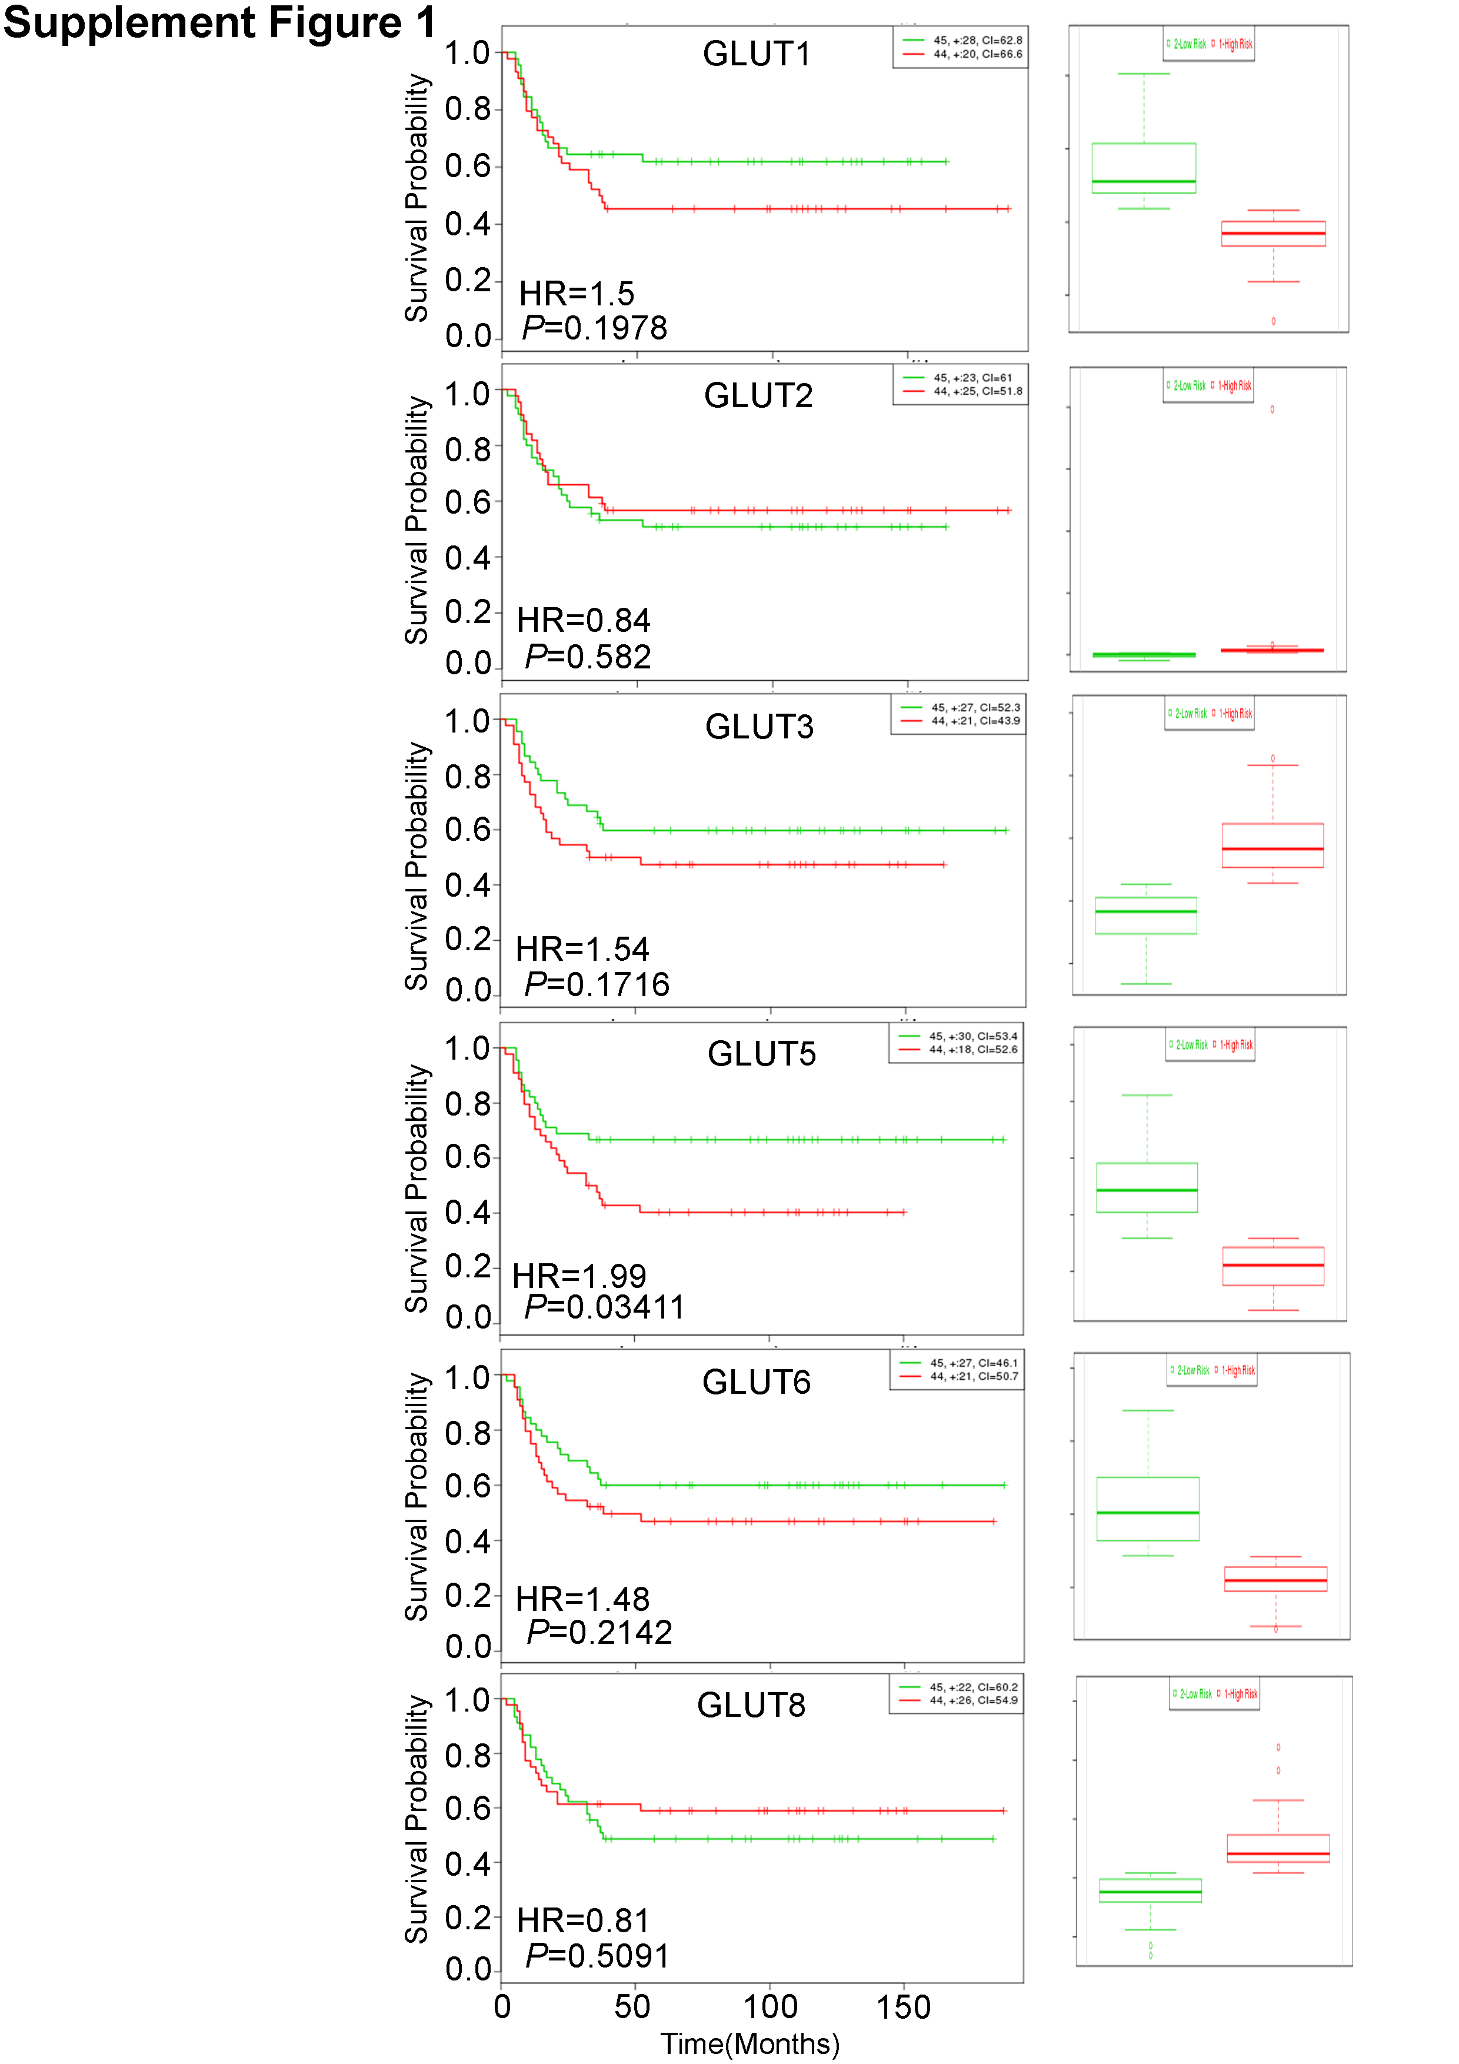
**

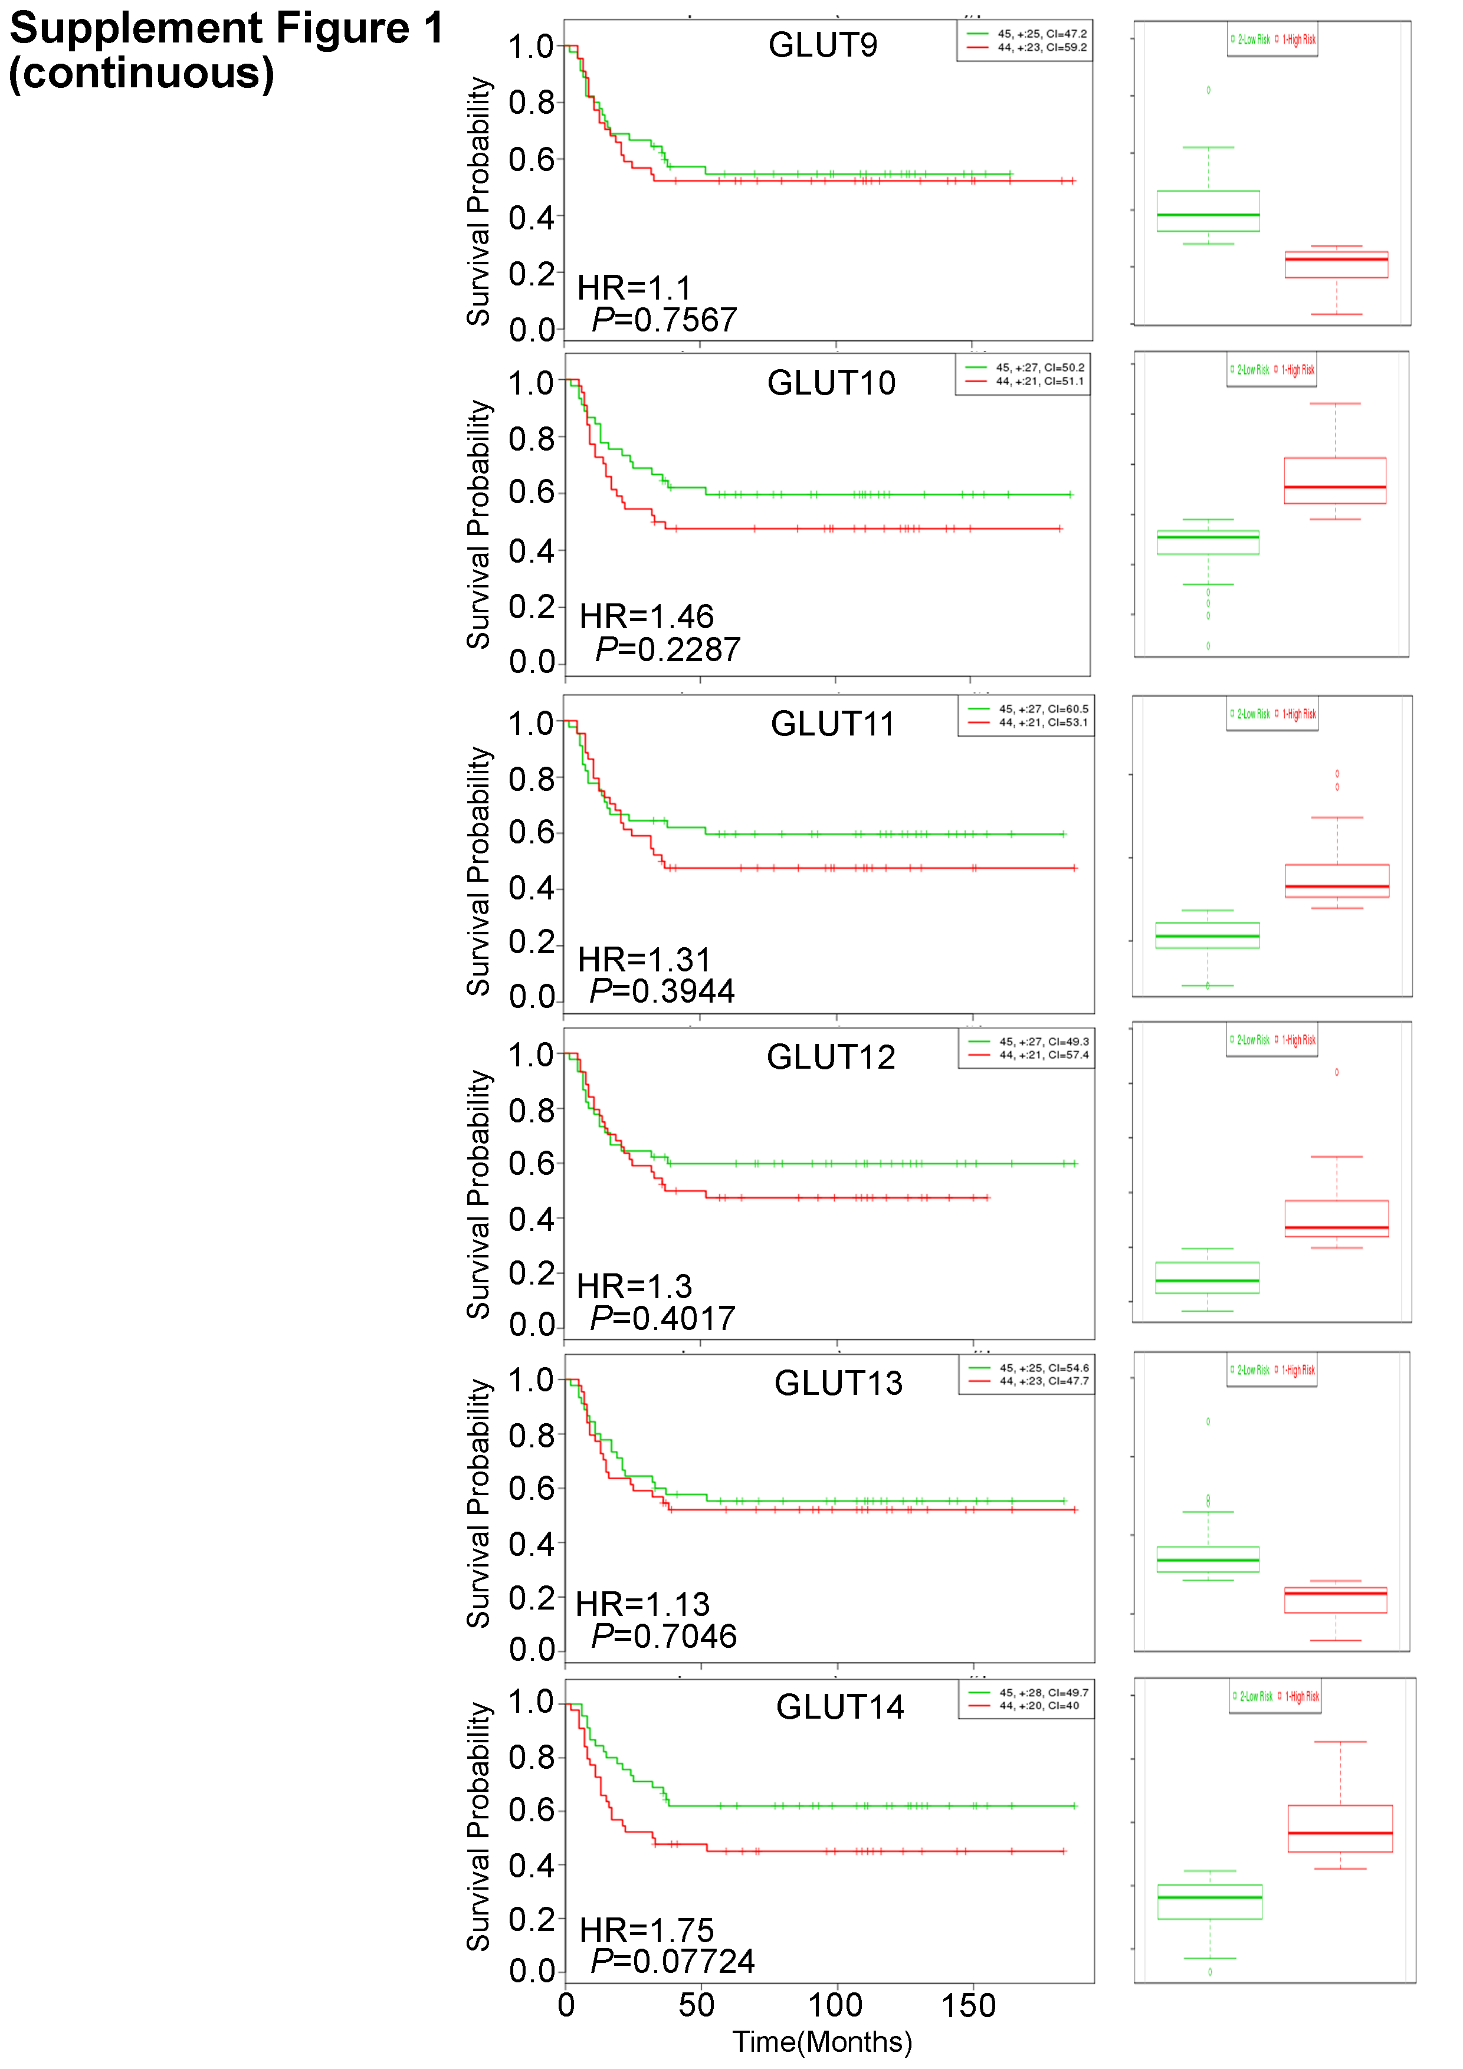

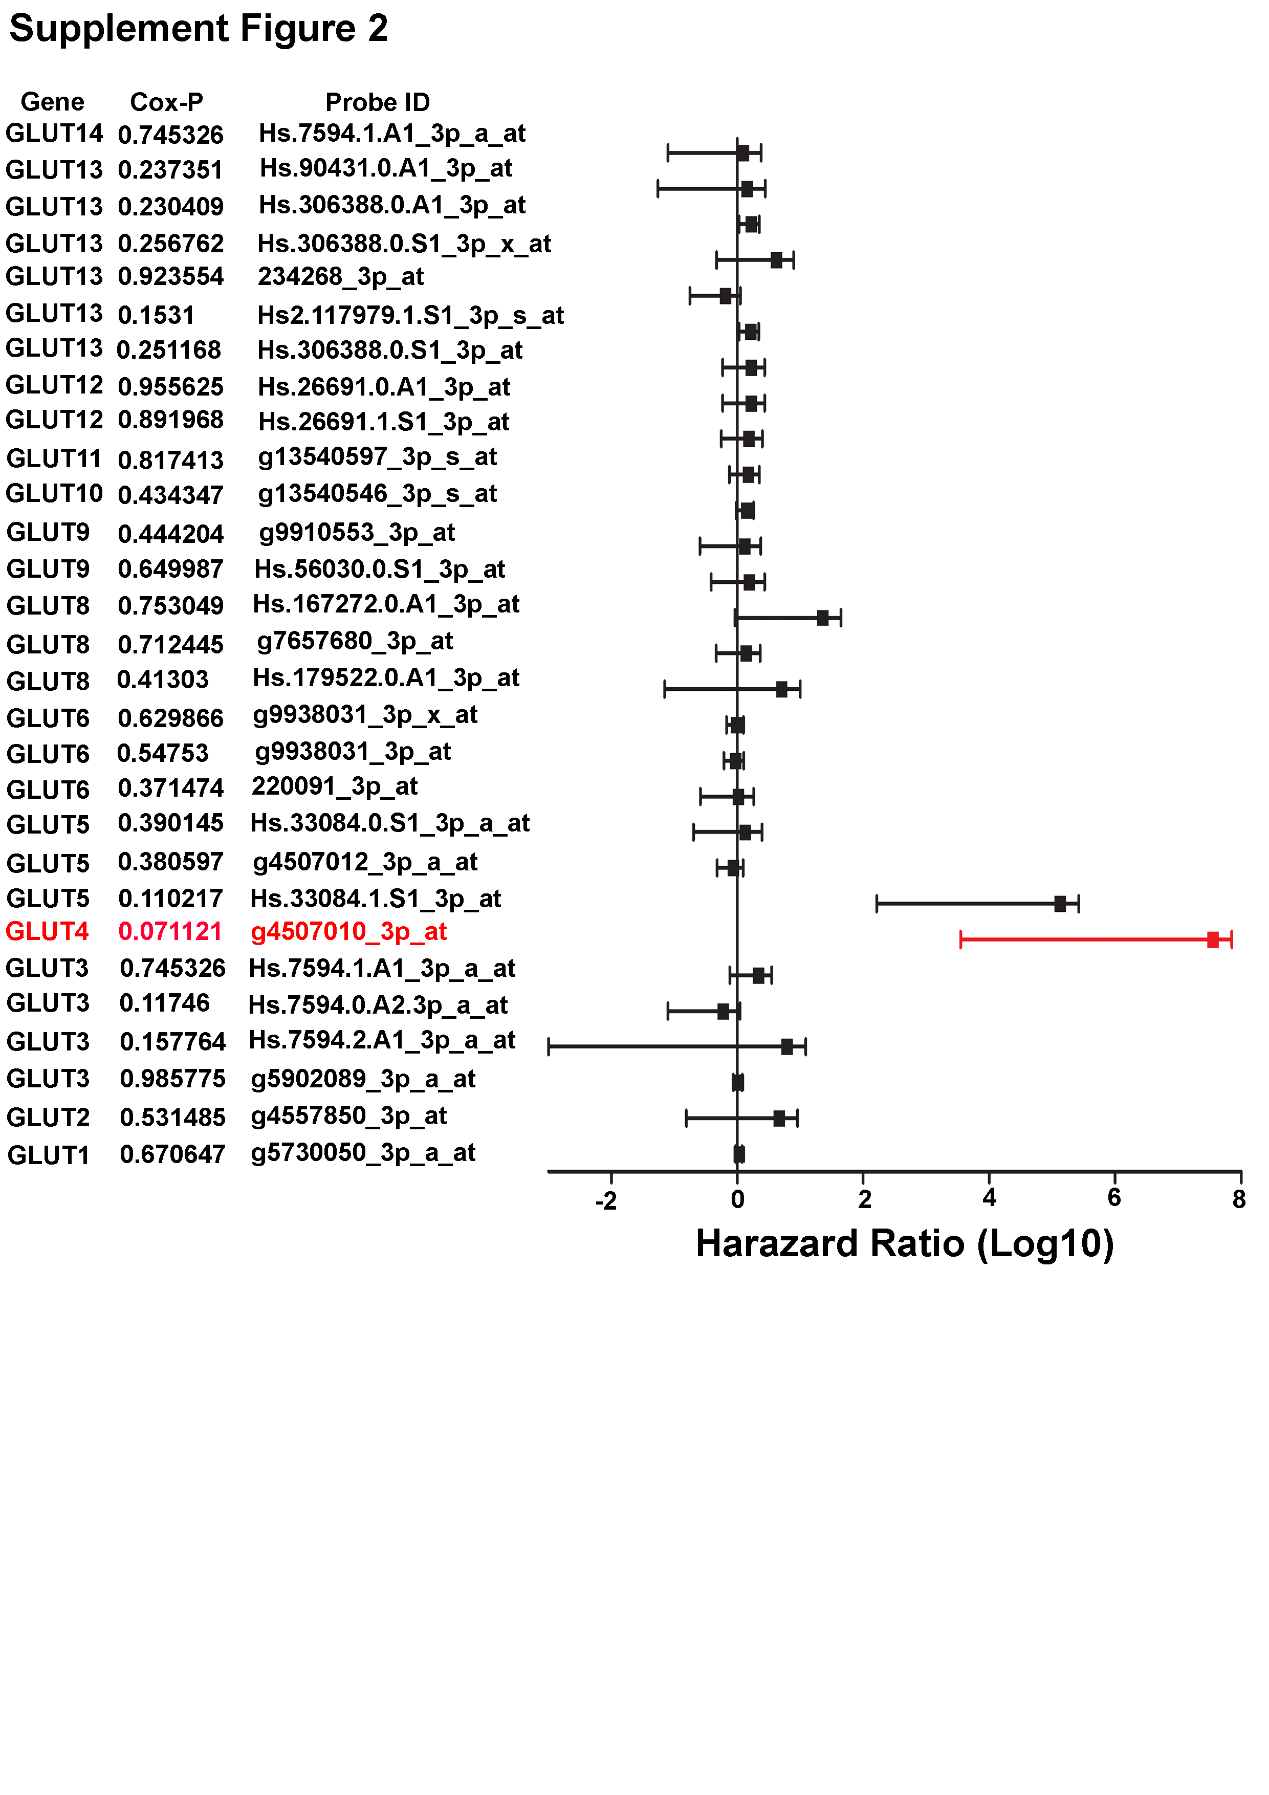

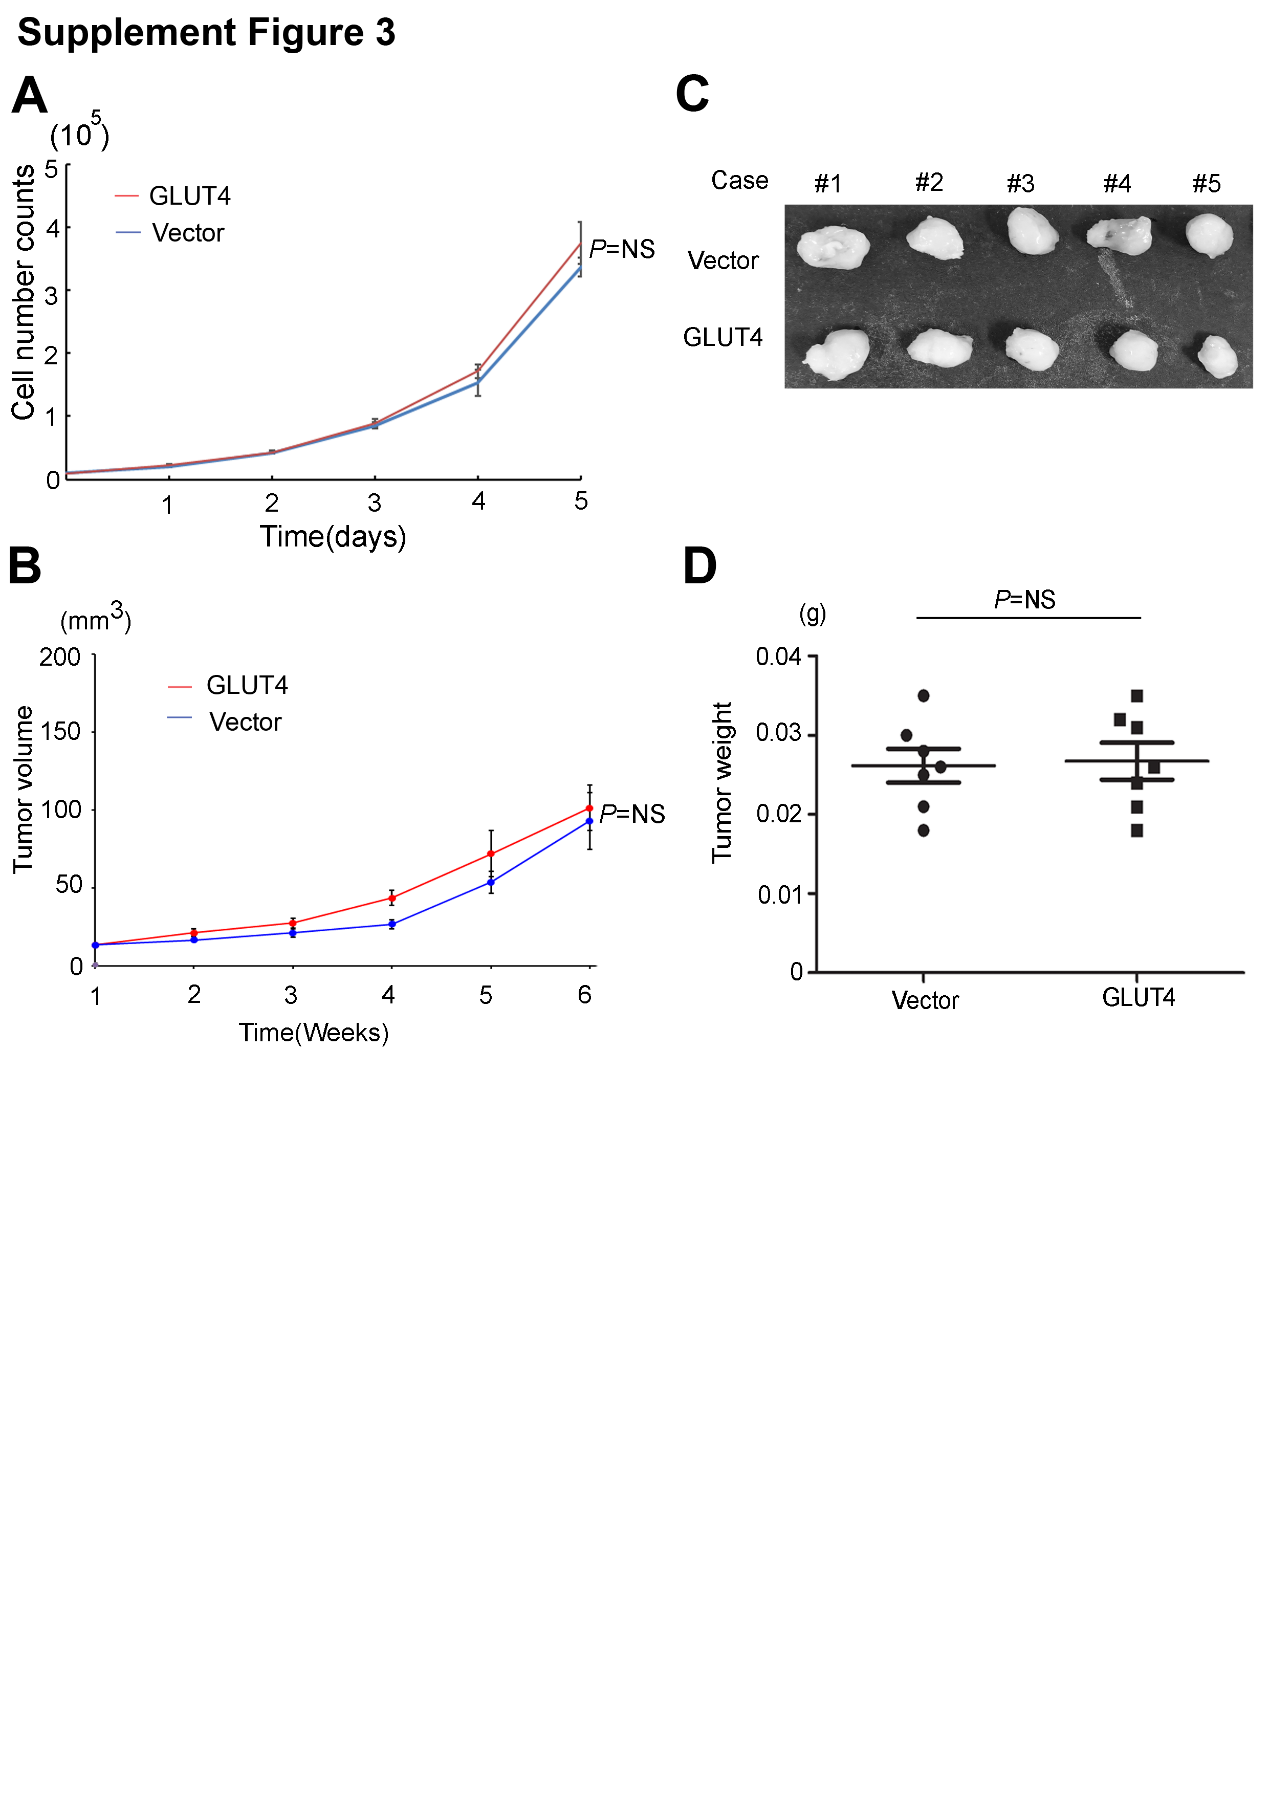

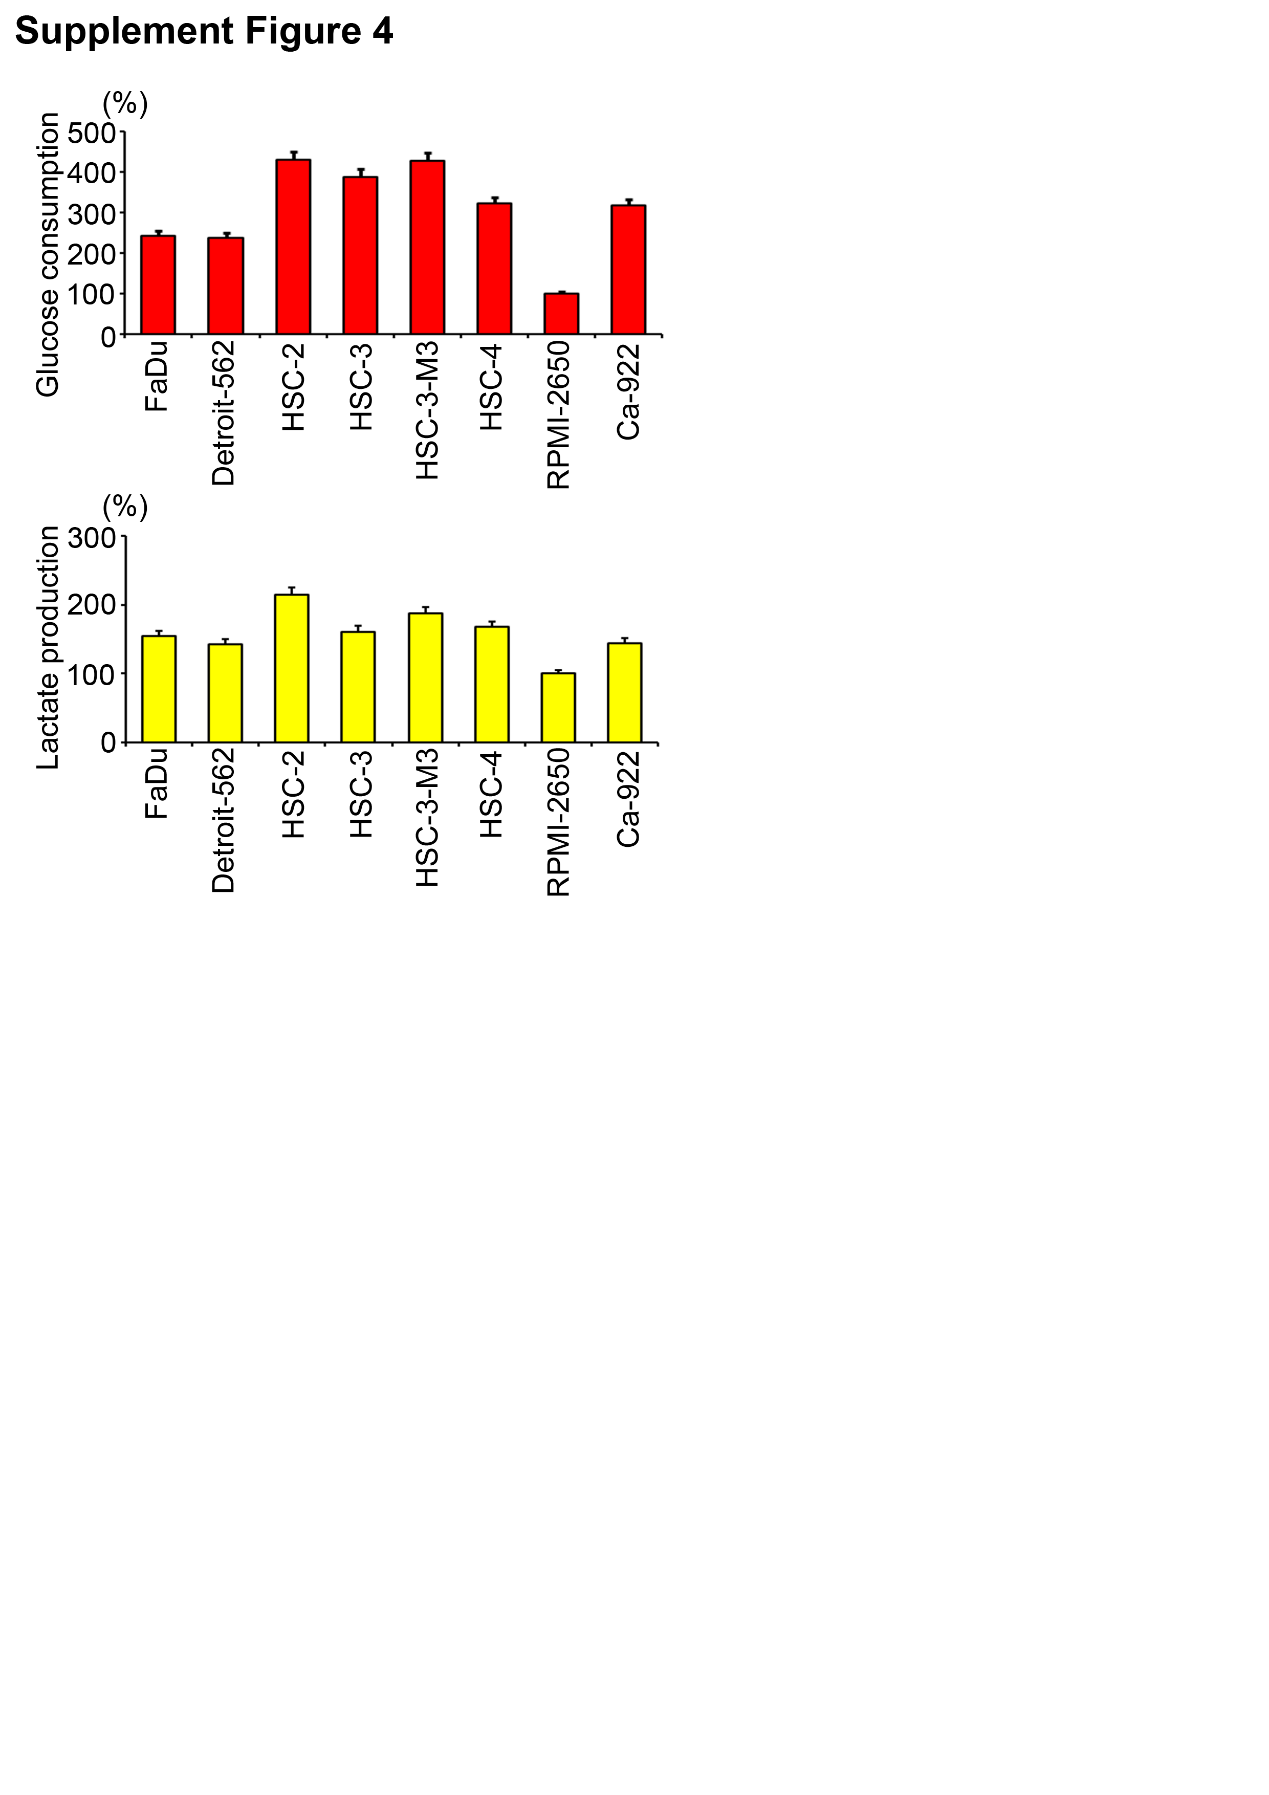

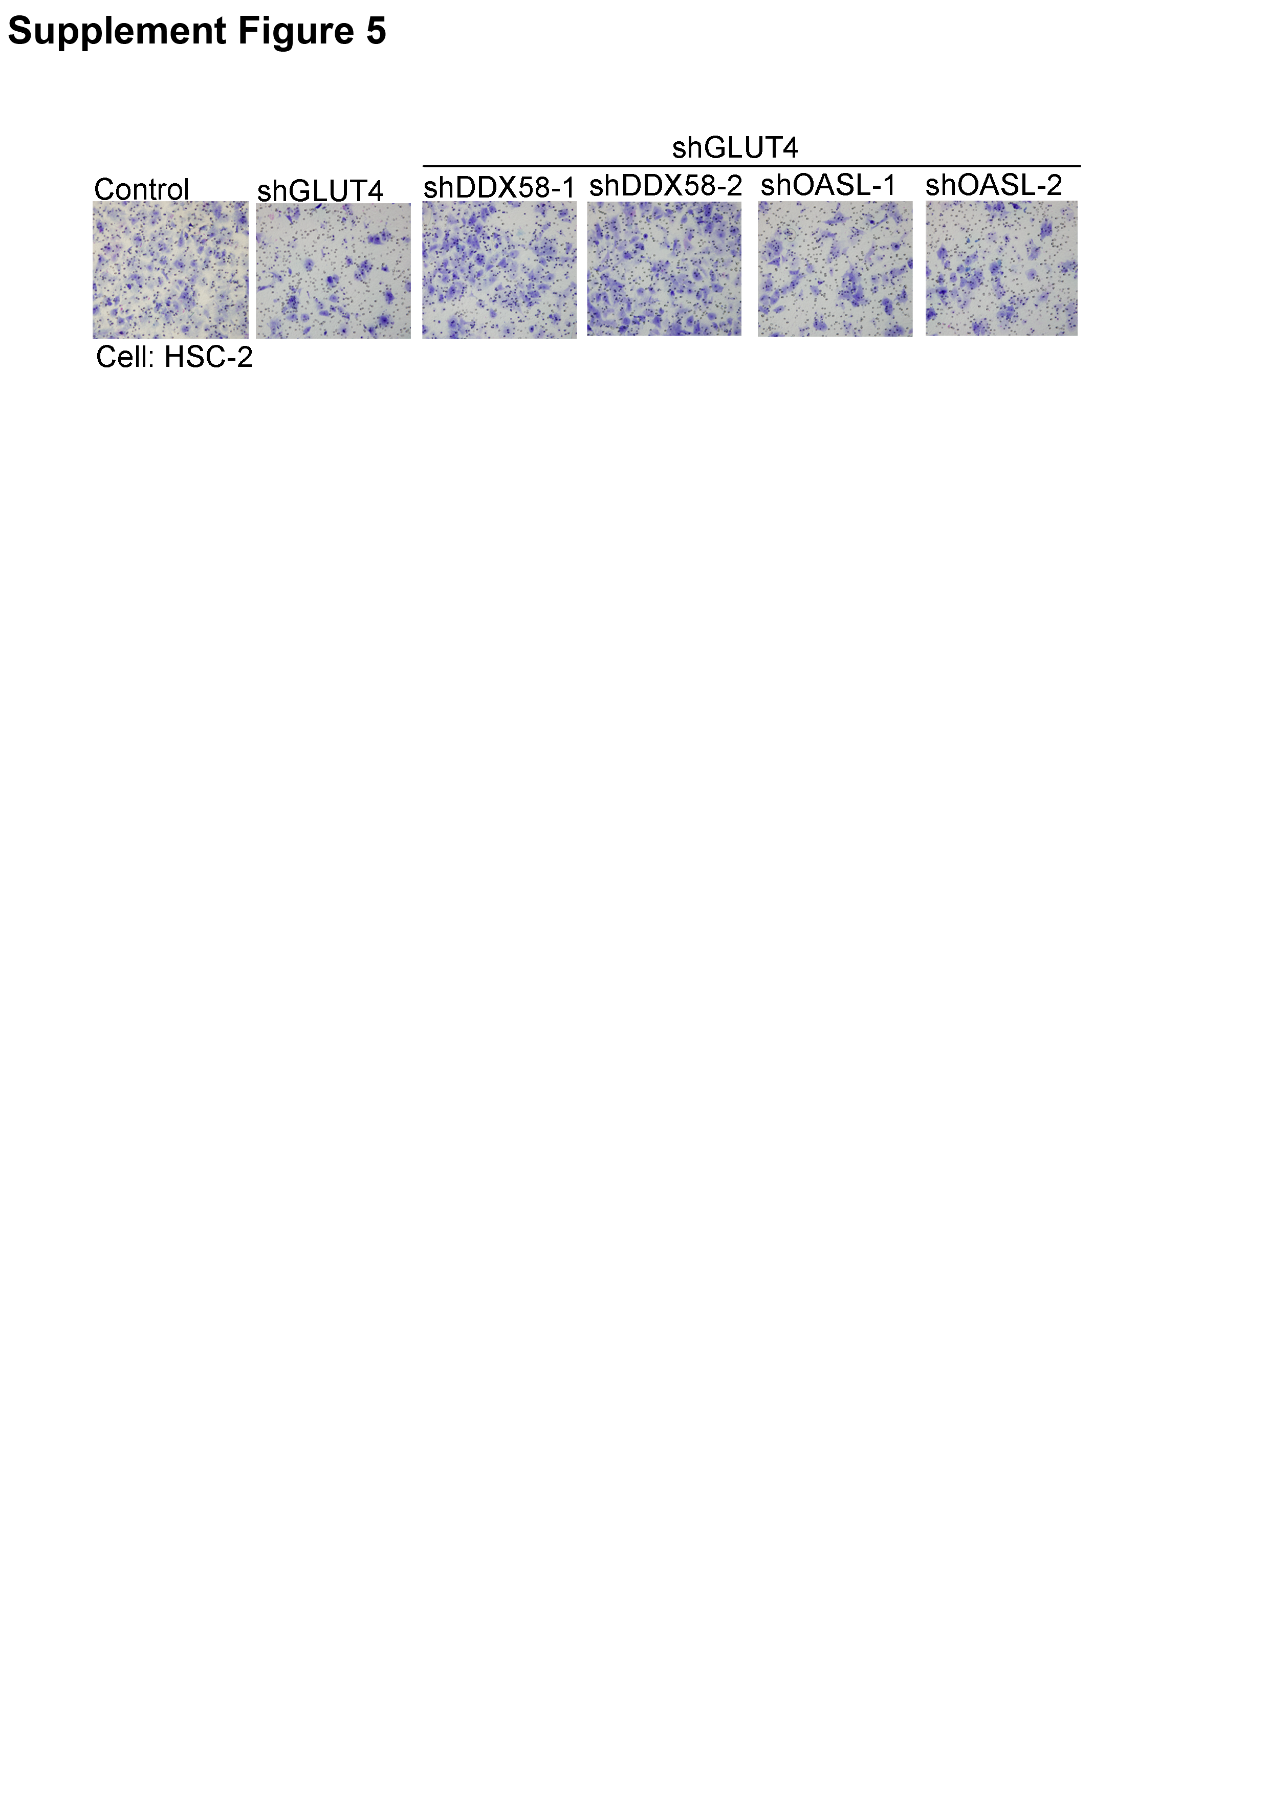

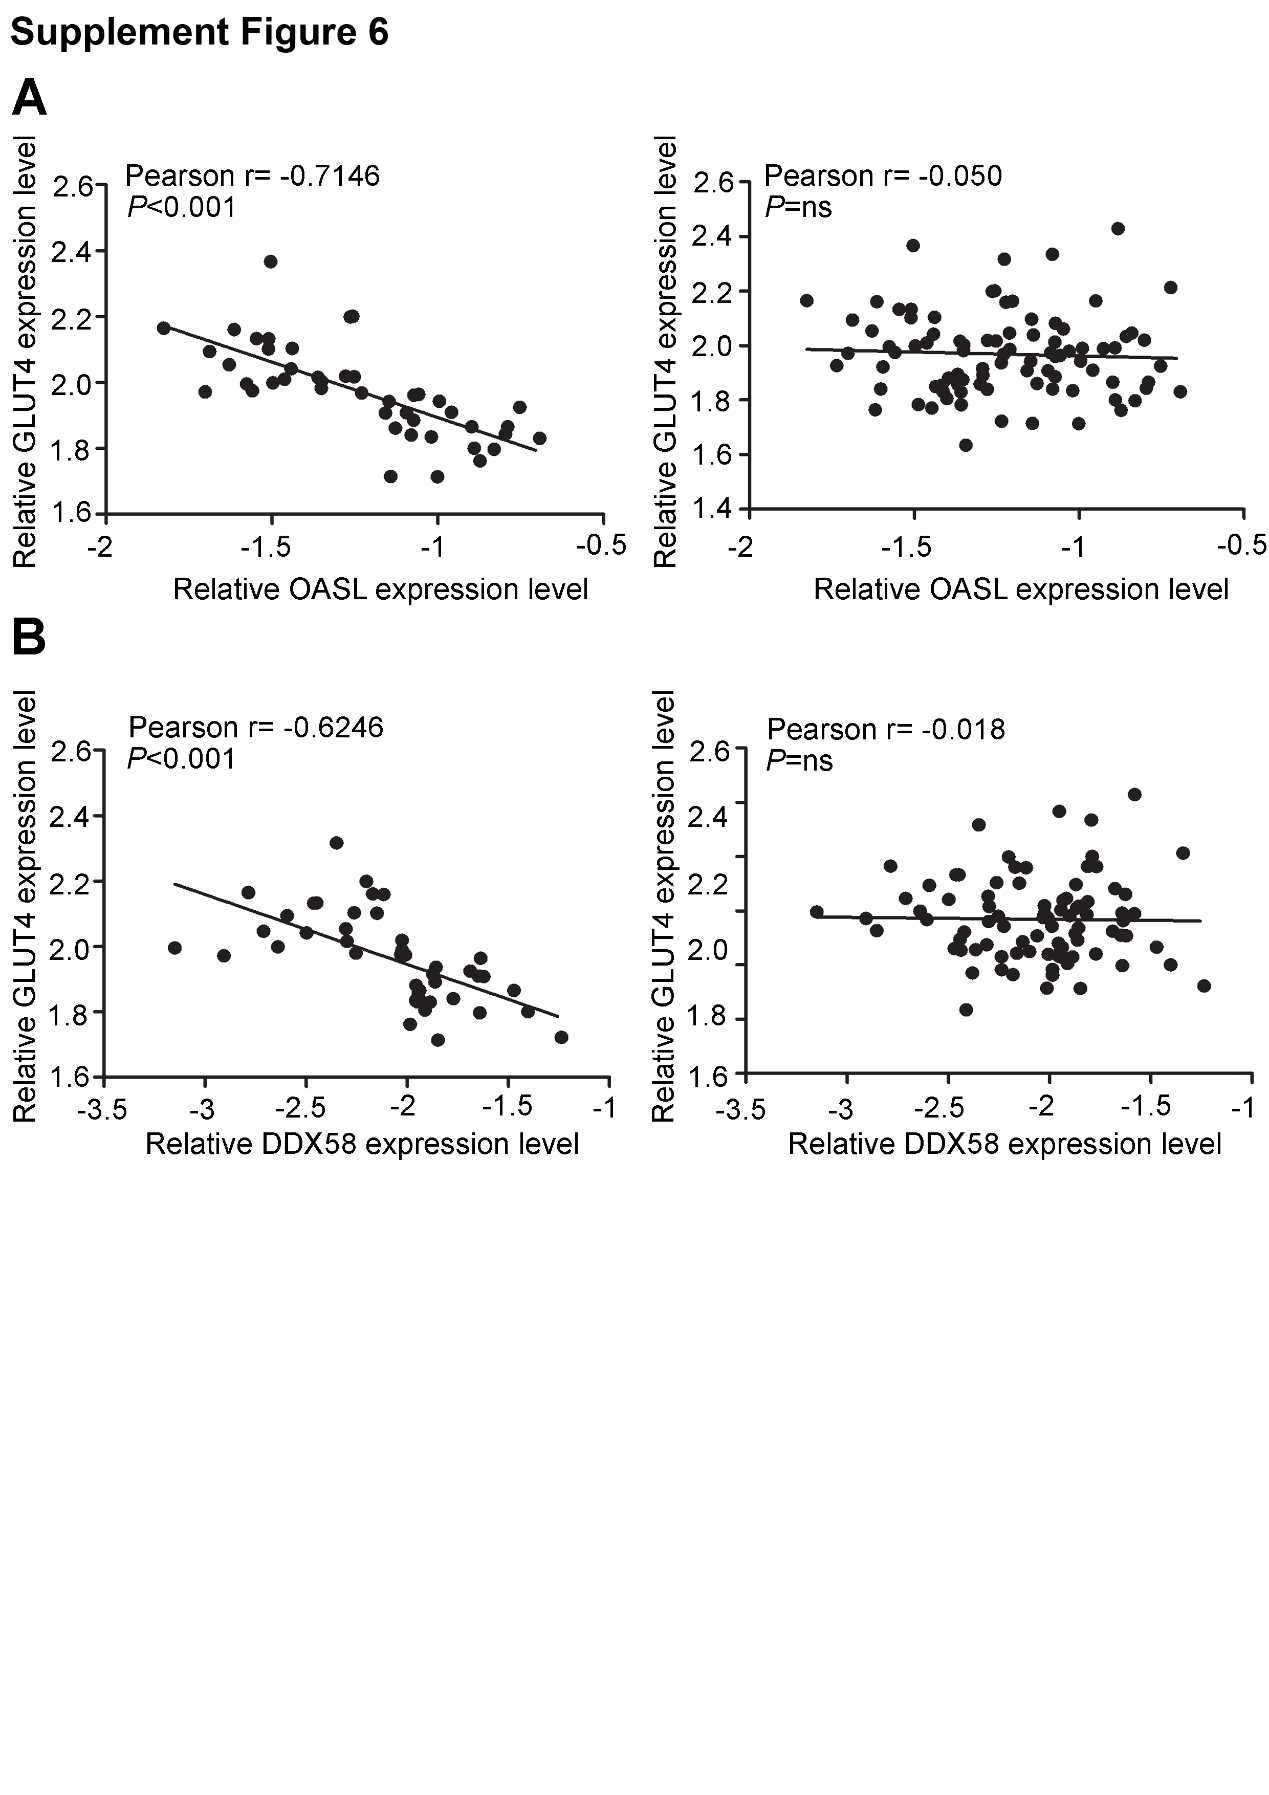

**Supplement:** Additional file 1: Table S1. — Demographic features of HNCC patient cohort. Table S2. GLUT overexpression activated transcription factors and their downstream targets ranked by Z-Score. Table S3. GLUT overexpression inhibited transcription factors and their downstream targets ranked by Z-Score. Table S4. List of TRIM24 downstream genes and their fold changes. Table S5. List of primers and knockdown clones’ information. Table S6. List of candidate probes >2.0-fold change cutoff by GLUT4 vs. control in FaDu cells. Figure S1. Box plot showing the expression of the GLUT family members correlated with the survival rate of the patients in the Petel HNSCC cohort (E-MTAB-1328, n = 89) in the SurvExpress database (HR = 3.37, P = 0.043). Figure S2. Forest plot of GLUT family members and their corresponding hazard ratios, probes and Cox-P values. Figure S3. GLUT4 overexpression model in vitro and in vivo. (A) Cell proliferation rate and (B) tumorigenicity ability in animal model GLUT4-overexpressing FaDu cells. Figure S4. Glucose uptake and lactate production in a panel of HNSCC cell lines. Figure S5. The migration abilities of with or without GLUT4 knockdown combined DDX58 or OASL knockdown in HSC-2 cells. Figure S6. Correlation plot of GLUT4 expression with the (A) OASL or (B) DDX58 RNA level in a clinical cohort (Pearson r = −0.7146, P < 0.001 and Pearson r = −0.6246, P < 0.001, respectively).

How the deposited data were processed for this re-analysis (not part of the article)

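Total RNA from FaDu cells, a pharyngeal squamous carcinoma line, stably carrying GLUT4 or the control vector was measured on Affymetrix Human Genome U133 Plus arrays, with 1 array per group. According to the methods, the authors labelled the RNA with the manufacturer's kit for labelling from the end of the transcript and normalized the expression levels as log2 values with GeneSpring. The submitters' processing notes name MAS5, with no version. How the summarization and the normalization were combined is not given in the sources used here. The values that the authors deposited are intensities on a linear scale, already normalized between the arrays. The median intensity was 39.7 on the vector array and 39.1 on the GLUT4 array, and the median gap between the sorted log2 values of the arrays was 0.02. No detection calls were used.

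Intensities were set to at least 1 and turned to log2, and the vector array was subtracted from the GLUT4 array. Of 54675 probe sets, 41097 name 1 gene in the platform annotation, 1801 name several and 11777 are unnamed here. No gene was named from a probe set with several. The annotation gave 19775 genes, each represented by its probe set with the highest mean of both arrays. DDX58 stands in it under its current symbol RIGI, and older symbols were matched through NCBI RefSeq gene names of GRCh38.p14. A synonym listed under several genes was not used, and a gene with no probe set naming only it was left out. Of 13 histone genes, 8 were measured. No coordinates were used.

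The thresholds of 1.5-fold and 2-fold are those of the methods and of Table S6. A gene list was described by its median, by its members past 1.5-fold and by the percentile of the median among 10000 random lists of the same size, matched in 20 bins of mean expression. The 25 lists were fixed before the data were examined, although Table S4 and Table S6 had been read. They hold 428 genes, of which 392 were measured. The other genes, and 2 of the 13 genes of Table S4, are not reported here. The share higher among changed probe sets with no gene named was set against 10000 random sets of named probe sets matched in the same bins. Such a percentile describes these arrays and is no test across genes. The rule for naming genes took those the paper names beside the arrays and up to 4 members of each list past 1.5-fold. It also took the 15 genes with the largest differences in each direction among genes above the median signal. Not all of these 15 in each direction are given in the text. A few further genes were chosen after their values were seen, among them CBX3, TXNIP, ARRDC4, IFIT1, LAMP3 and the members given as little different.

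The number of arrays limits the precision. The spread between probe sets of the same gene was the one measure of technical error. Over 10523 genes with at least a pair of probe sets, the differences of the pair had an SD of 0.29, which is 0.20 for a single probe set, and correlated across genes with a Pearson r of 0.37 (0.15 at low, 0.36 at middle and 0.56 at high signal). The procedure was tested on simulated data with an SD from these pairs. Such an SD does not cover variation between cultures or genes that vary together, so the following rates do not either. Of simulated genes changed 2-fold among 19775, 98% passed 1.5-fold, as did 0.358% of unchanged genes. Of simulated lists of 20 unchanged genes, 2% fell outside the middle 95% of random lists. With a background added to 1 of the simulated arrays of 54675 probe sets, 8% of sets of probe sets labelled at random had a share outside the middle 95% of matched sets.

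The control probe sets gave a log2 ratio of the end over the start of the transcript of 0.13 on the vector array and 0.16 on the GLUT4 array for GAPDH, and of 0.31 and 0.38 for ACTB. Alternatives fixed before the data were examined were equal array medians, quantile normalization, a loess fit of the difference on the mean (fraction 0.3), an offset of 32, a filter at the median signal, leaving out probe sets whose names end in x_at or s_at, averaging all probe sets of a gene, random lists without matching and the interferon-stimulated genes outside both tables. The tools were Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, statsmodels 0.14.6 and matplotlib 3.10.9. The Ingenuity analysis, the western blots, the migration assays and the patient cohorts were not analysed here.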

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

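The results here are gene groups that the paper does not discuss and whose median lay outside the middle 95% of matched random lists, and the direction of probe sets with no gene named. Of 25 lists, 11 lay outside, and 8 of these are not discussed in the paper. All lists were written after Table S6 had been read, so this count is no test against chance. The tests of nuclear RNA, further probe sets and blood cells, those of a difference between the cell populations, and the use of the interferon-stimulated genes outside both tables against scaling and noise, were chosen after their results were seen.

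Of 25 inflammatory genes that NF-kappaB induces, 10 were more than 1.5-fold higher with GLUT4 (8 with averaged probe sets and 8 with the offset of 32), among them the antiapoptotic gene BCL2A1 at 2.25, from 10.6 to 50.7 (0.96 with the offset), the cytokine TNF at 1.40 (0.81 with the offset), the chemokine CXCL8 at 0.89 and IL6 at 0.75. The chemokine CCL5 was lower at -1.08, and 14 genes were within 1.5-fold, among them NFKBIA, the inhibitor of NF-kappaB, at 0.01, IL1B at 0.02, the adhesion molecule ICAM1 at -0.37 and SOD2 at -0.24. The median was 0.14, at percentile 99.9. Whether blood cells in the culture play a part stays open. PTPRC, LYZ and TYROBP gave no bright signal, as the brightest reached 15.7 on the GLUT4 array, below the median of all probe sets. Their log2 differences were -0.03, 0.15 and 0.29. Genes this dim on 1 array cannot exclude a small share of such cells, and the signal that such a share would bring was not determined. Not every leukocyte marker was that dim. CD14 at 143, CD3D at 57.2, ITGB2 at 56.0 and CLEC7A at 39.8 lay above that median on the GLUT4 array. Each of these was lower there than on the vector array. CD69 rose from 9.70 to 26.6, and CD3E and MS4A1 lay below the median. Whether GLUT4 or another difference between the cell populations lies behind the pattern cannot be told apart with 1 array per group.

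Genes of antigen presentation had a median of -0.28, at percentile 0, beside the interferon-stimulated genes described at the claim. Tables S4 and S6 already show lower values for some of the latter, and the 40 members in neither table had a median of -0.22, below all 10000 matched random lists, which argues against scaling and noise independent between probe sets, as such lists carry both. For the interferon-stimulated genes as a whole, whether the difference is limited to the main probe set of each gene stays open. Further probe sets of OASL, IFIT3, IFIT2 and OAS1 were lower too, at -1.23, -0.79, -0.53 and -0.91. Those of DDX58 were at -1.59 and 0.13, and those of IFIH1 at 0.38 and -0.09. The 36 further probe sets of the whole list had a median of -0.075, at percentile 5.6 of matched lists of such probe sets. Of these, 22 lay below 0 and 14 above. They include those of genes whose main probe set was not lower, such as SP110 and EIF2AK2, so this median cannot decide. A difference between the cell populations other than GLUT4 stays open too, with 1 array per group.

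Of the probe sets past 1.5-fold with no gene named in the annotation used here, 79.2% were higher with GLUT4 (267 against 70), compared with 58.8% of those with a gene named. Higher were 2.27% of all unnamed and 1.98% of all named probe sets, and lower 0.594% and 1.39%. In 10000 random sets of named probe sets matched on mean signal, the share had a median of 60.7% and was at most 72.9%. Those sets had medians of 170 higher and 110 lower. This argues against scaling and a background raised evenly on the GLUT4 array, since both move probe sets of like signal alike. A background that differs between probe sets of like signal cannot be excluded by this matching. A larger share of nuclear RNA stays open, as 15 probe sets of 6 nuclear RNAs, MALAT1 and TUG1 among them, went both ways, with 8 above 0, 7 below and a median of 0.047. Unspliced RNA and other transcripts that such probe sets detect were not tested. Some groups of named probe sets leaned upward as well. A set of 13909 secondary probe sets had 209 higher and 83 lower past 1.5-fold (71.6% higher). It holds only part of the probe sets that are not the main one of their gene. How this part was chosen is not given here, so its shares do not stand for all of them. Past 2-fold, 45 of this part were higher and 4 lower (91.8% higher). Of all probe sets past 2-fold, 91.7% of the unnamed and 64.0% of those with a gene named were higher. Some of these unnamed probe sets have a gene symbol in Table S6, which leaves 47 higher and 6 lower without one. Past 1.5-fold, probe sets with an antisense, LOC or LINC name were 82 higher and 14 lower (85.4%). Those with another gene name were 725 and 553 (56.7%).

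Epithelial adhesion genes had a median of -0.18, at percentile 0.01. Of 25 measured, 5 were more than 1.5-fold lower, the tight junction gene OCLN at -1.25, CLDN4 at -1.05 (-0.59 averaged over its probe sets), MAL2 at -0.90, EPCAM at -0.83 and the protease gene ST14 at -0.68 (-0.55 averaged and -0.53 with the offset, within 1.5-fold), and none was more than 1.5-fold higher. The 5 genes of epithelial-mesenchymal transition with primers in Table S5 had a median of 0.57, at percentile 100, with VIM, the mesenchymal intermediate filament, at 1.10 and SNAI2 at 0.75, while TWIST1 was at 0.57, SNAI1 at -0.09 and CDH1, the epithelial cadherin, at -0.54. A second VIM probe set was near the lowest signal, at 8.17 and 7.38, and takes the mean of both to 0.48, within 1.5-fold. All of these genes but CDH1 also belong to the wider list of 21 mesenchymal and matrix genes. That list had a median of -0.03, at percentile 26.1, inside the middle 95%. Histone genes with polyadenylated transcripts had a median of -0.30, at percentile 0.09, with H2AC6 at -1.97 and H2BC5 at -1.68 and the other 6 within 1.5-fold. Genes of the unfolded protein response had a median of -0.20, at percentile 0.06, with DDIT3, a stress-induced transcription factor, at -0.77 the one of 13 past 1.5-fold. Immediate early genes had a median of -0.069, at percentile 1.04, with JUN at -0.90, lower on all 4 probe sets, and FOSB at -0.83, while FOSL1 was at 0.53. The list came inside the middle 95% when probe sets were averaged (percentile 4.35) and against random lists without matching (13.7). Fibroblast markers had a median of 0.16, at percentile 99.2, with the proteoglycans DCN at 1.12 and LUM at 1.05, while the collagens COL1A1, COL1A2 and COL3A1, abundant in fibroblasts, were at 0.01, 0.16 and 0.19, FAP at -0.53 and COL6A3 at -0.44. This list too came inside, at percentile 96.5 with the offset, which took LUM to 0.67, and at 93.6 with averaged probe sets.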

How the results depend on the processing

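No paired analysis was possible because each group had 1 array, and no array could be left out. Equal array medians, quantile normalization and the loess fit moved no count of all probe sets by 1.5 times, no list median by more than the SD of its random lists and no percentile across a limit of the middle 95%, which says little about scaling since the arrays were already normalized. Equal medians put TWIST1 past 1.5-fold, and with it 3 in place of 2 of the Table S5 genes. The offset of 32 lowered the counts past 1.5-fold to 477 higher and 289 lower and those past 2-fold to 78 and 44, as it damps differences at low signal. It moved the medians of interferon-stimulated genes to -0.21 and of fibroblast markers to 0.065 (percentile 96.5). Averaging all probe sets of a gene gave medians of -0.74 for the Table S4 genes, -0.22 for interferon-stimulated, 0.085 for TGF-beta-induced, 0.039 for mesenchymal, -0.027 for squamous, 0.21 for inflammatory, 0.064 for fibroblast (percentile 93.6) and 0.48 for the Table S5 genes, with percentiles of 96.8 for hypoxia-induced and 4.35 for immediate early genes. Keeping genes above the median signal gave -0.36 for interferon-stimulated, -0.16 for glucose transporter, 0.10 for mesenchymal, 0.18 for inflammatory, -0.57 for histone, -0.62 for leukocyte (percentile 0.09) and 0.66 for the Table S5 genes, from fewer genes. Interferon-stimulated genes in neither table were at -0.22. Random lists without matching put immediate early genes at percentile 13.7 and cell cycle genes at 98.3. Apart from the offset and the smaller sets of genes, the cause was not tested. Of 84 single genes named by the rule, 34 moved by more than the SD of a probe set when probe sets were averaged and 30 with the offset, and no gene past 1.5-fold changed sign under any of these settings. Low signal limits the values of genes near the median intensity of 39.3 or below, such as SLC2A4, OAS1, FBN1, ZEB2 and BCL2A1.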

Differences from the paper's values

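The fold changes of the 23 Table S4 probe sets analysed here and the 4 values in the text match the deposited intensities, the former to within 0.02 on the log2 scale, and so do the counts of Table S6. The Discussion describes the signaling analysis as made in GLUT4-silenced cells, while the methods, the figure legend and the array labels give GLUT4 overexpression in FaDu cells, which is what the values here measure. The Discussion also describes the hypoxia, TGF-beta and stemness regulators of Fig. 5a as upregulated. Their scores come from target genes, and none of the 9 regulators had an mRNA more than 1.5-fold higher on its main probe set, as given beside that statement. The largest difference among them was that of EPAS1, at 0.18, on the higher side, and that of FOXL2, at -0.34, on the lower side. The paper ranks DDX58 and OASL as the most lowered TRIM24 targets. By the strongest probe set of each gene they lead the 11 genes analysed here, and by the brightest probe set OASL leads at -1.57 while DDX60 and IFIT2, both at -1.32, stand ahead of DDX58 at -1.27. The gap between DDX58 and these 2 genes is smaller than 0.20, the SD of a single probe set, so their order is not resolved. The gap between OASL and DDX60 or IFIT2 is smaller than 0.29, the SD of the difference of a pair of probe sets. The first place of OASL is thus not resolved from them either.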

Other observations

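Genes of growth and metabolism differed little between the arrays. None of 25 cell cycle genes passed 1.5-fold, with the cyclin gene CCNB1 farthest from 0 at 0.37, and their median was 0.08 (percentile 95.5). None of 20 genes of glycolysis and lactate passed 1.5-fold, with PFKFB3, a regulator of glycolytic flux, at 0.38 and LDHA at 0.08, and a median of 0.08 (percentile 94.0). Of 12 glucose transporter genes, 1 passed 1.5-fold, SLC2A12 at -0.69 (-0.29 averaged over its probe sets and -0.39 with the offset of 32, both within 1.5-fold), and the median was -0.09 (percentile 14.7). Of 12 genes of GLUT4 trafficking, the AMPK subunit gene PRKAA2 was lower at -0.74 (-0.34 averaged and -0.47 with the offset, both within 1.5-fold) and the Rab regulator TBC1D4 was at -0.33, with a median of 0.06 (percentile 79.4). None of 16 p53-induced genes passed 1.5-fold, with GDF15 at -0.55 and a median of -0.08 (percentile 8.73). Of 10 heat shock genes, HSPA6 was lower and the others were within 1.5-fold, with a median of -0.08 (percentile 4.5).

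Mesenchymal and matrix genes went both ways. Of 21 measured, 5 were more than 1.5-fold higher, among them the transcription factor ZEB2 at 1.91, from 13.8 to 51.7, and 2 were lower, S100A4 at -0.63 and the protease MMP9 at -0.62. The vector value of ZEB2 lies below the median of all probe sets, its other probe sets were at 0.82, 0.21, -0.18 and 0.10, and the gene came to 0.57, within 1.5-fold, when these were averaged and to 0.87 with the offset. Averaging left 2 of the 5 higher genes past 1.5-fold, and the offset put S100A4 and MMP9 within it, at -0.51 each. The median was -0.03 (percentile 26.1). Of 24 squamous differentiation genes, KRT80 and the calcium-binding S100A9, at -1.11, were lower past 1.5-fold, with a median of -0.08 (percentile 18.7). Of 10 leukocyte markers, CLEC7A at -1.12 and CD14 at -0.81 were lower and CD69 was higher at 1.46, from 9.70 to 26.6 (0.49 with the offset, within 1.5-fold), with a median of -0.04 (percentile 52.2). The 4 markers above the median signal had a median of -0.62, at percentile 0.09. Of 7 endothelial markers, PECAM1 was lower and the others were within 1.5-fold, with a median of 0.00 (percentile 62.0).

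A hypothesis formed after ARRDC3 was seen to be higher was that its level may follow glucose, to which its relatives TXNIP and ARRDC4 respond. TXNIP was bright, at 4467 and 4073, and its highest probe set had a log2 difference of -0.13, below the 1.5-fold threshold by more than the SD of a probe set. ARRDC4 was at 0.48, within 1.5-fold. A glucose response shared with TXNIP is thus argued against on these arrays, and what lies behind the ARRDC3 difference stays open.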
